# Hypoxia Exacerbates Inflammatory Acute Lung Injury *via* the Toll-Like Receptor 4 Signaling Pathway

**DOI:** 10.3389/fimmu.2018.01667

**Published:** 2018-07-23

**Authors:** Gang Wu, Gang Xu, De-Wei Chen, Wen-Xiang Gao, Jian-Qiong Xiong, Hai-Ying Shen, Yu-Qi Gao

**Keywords:** acute lung injury, hypoxia, gene chip, hypoxia-inducible factor-1α, lipopolysaccharide, toll-like receptor-4

## Abstract

Acute lung injury (ALI) is characterized by non-cardiogenic diffuse alveolar damage and often leads to a lethal consequence, particularly when hypoxia coexists. The treatment of ALI remains a challenge: pulmonary inflammation and hypoxia both contribute to its onset and progression and no effective prevention approach is available. Here, we aimed to investigate the underlying mechanism of hypoxia interaction with inflammation in ALI and to evaluate hypoxia-inducible factor 1 alpha (HIF-1α)—the crucial modulator in hypoxia—as a potential therapeutic target against ALI. First, we developed a novel ALI rat model induced by a combined low-dose of lipopolysaccharides (LPS) with acute hypoxia. Second, we used gene microarray analysis to evaluate the inflammatory profiles of bronchi alveolar lavage fluid cells of ALI rats. Third, we employed an alveolar macrophage cell line, NR8383 as an *in vitro* system together with a toll-like receptor 4 (TLR4) antagonist TAK-242, to verify our *in vivo* findings from ALI animals. Finally, we tested the therapeutic effects of HIF-1α augmentation against inflammation and hypoxia in ALI. We demonstrated that (i) LPS upregulated inflammatory genes, tumor necrosis factor alpha (TNF-α), interleukin-1 beta (IL-1β), and interleukin-6 (IL-6), in the alveolar macrophages of ALI rats, which were further enhanced when ALI combined with hypoxia; (ii) hypoxia exposure could further enhance the upregulation of alveolar macrophageal TLR4 that was noticed in LPS-induced inflammatory ALI, conversely, TLR4 antagonist TAK-242 could suppress the macrophageal expression of TLR4 and inflammatory cytokines, including TNF-α, IL-1β, and IL-6, suggesting that the TLR4 signaling pathway as a central link between inflammation and hypoxia in ALI; (iii) manipulation of HIF-1α *in vitro* could suppress TLR4 expression induced by combined LPS and hypoxia, *via* suppressing promoter activity of the TLR4 gene; (iv) preconditioning augmentation of HIF-1α *in vivo* by HIF hydroxylase inhibitor, DMOG excreted protection against inflammatory, and hypoxic processes in ALI. Together, we see that hypoxia can exacerbate inflammation in ALI *via* the activation of the TLR4 signaling pathway in alveolar macrophages and predispose impairment of the alveolar-capillary barrier in the development of ALI. Targeting HIF-1α can suppress TLR4 expression and macrophageal inflammation, suggesting the potential therapeutic and preventative value of HIF-1α/TLR4 crosstalk pathway in ALI.

## Introduction

Acute lung injury (ALI) refers to a clinical syndrome characterized by bilateral lung injury, severe diffuse failure of the lung, or hypoxemia caused by non-cardiogenic pulmonary edema (1). ALI is the most severe form of diffuse lung disease and has a high (40–60%) morbidity and mortality rate (2). Sepsis is the primary etiology of ALI (3) and a common admission to the intensive care unit (4); it induces pulmonary inflammation leading to disruption of endothelial–epithelial barriers by surge release of pro-inflammatory cytokines, which in turn increase the permeability of the alveolar-capillary membrane, pulmonary infiltration, and edema (5, 6). Other causes of ALI include trauma (7), aspiration (8), acute pancreatitis (9), drug toxicity (10), etc. Ultimately, gas exchange across the alveolar-capillary membrane becomes severely impaired and acute respiratory failure and hypoxia occur (11). ALI patients may suffer from pulmonary inflammation and hypoxia simultaneously or sequentially (12), as seen in clinical settings. These two pathophysiological processes may interact to mutually contribute to the development of ALI. For example, intestinal bacterial translocation can result in shock lung (13) and generate systemic hypoxia and increasing hypoxic microenvironment by increasing cellular oxygen consumption at the infected site. Also, respiratory infection and inflammation can lead to high altitude pulmonary edema (HAPE) in individuals with acute exposure to hypoxic high altitude (14–16). On the other hand, hypoxia has its own important pathophysiological basis and aftermath, such as in shock (17, 18), heart and/or respiratory failure (19), and high altitude diseases (20), which can affect and interact with the inflammatory responses in ALI. A recent study (21) showed that hypoxia exposure at high altitude significantly increased plasma cytokine levels, tumor necrosis factor alpha (TNF-α), interleukin-1 beta (IL-1β), and interleukin-6 (IL-6), suggesting crosstalk between inflammation and hypoxia.

During sepsis, endotoxin lipopolysaccharides (LPS) activate toll-like receptor 4 (TLR4) signaling pathway and further induce translocation of nuclear factor-kappa B (NF-kappa B) to modulate expression of pro-inflammatory genes, including TNF-α, IL-6, and IL-1β (22). LPS also initiate a pro-inflammatory cascade in immune cells, e.g., neutrophils, monocytes, and endothelial cells (23). By contrast, under acute hypoxic conditions, hypoxia-inducible factor 1 (HIF-1) protects cells against hypoxic stress *via* regulating the expression of more than 100 downstream genes (24), a number of which have been proved to impact the development of inflammation (25). Though HIF-1 function has been extensively studied, its role in the regulation of inflammation is still a debatable point (26–31). In addition, while increasing data suggest possible crosstalk between inflammation and hypoxia (3, 5, 32–34), the underlying mechanisms still remain elusive. This critical gap is of key importance for developing approaches for the prevention and treatment of ALI.

Therefore, we hypothesized that hypoxia can affect LPS-induced inflammatory responses in the development of ALI—if verified—the regulator(s) of this crosstalk may become a therapeutic target for treatment against both hypoxic and inflammatory impairment in ALI. To test our hypothesis, we first developed a novel ALI rat model induced by a combined low-dose of LPS with acute hypoxia. We then evaluated the *in vivo* inflammatory profiles of bronchi alveolar lavage fluid (BALF) cells in ALI rats and *in vitro* changes of alveolar macrophage cell line, NR8383, using gene microarray screening and real-time quantitative PCR (RT-qPCR) analysis. Finally, we tested the therapeutic role of *in vitro* manipulation of TLR4 on NR8383 cells and *in vivo* augmentation of hypoxia-inducible factor 1 alpha (HIF-1α) in our established novel ALI model.

## Materials and Methods

### Materials

The TLR4 antagonist TAK-242, the HIF-1α antagonist PX478, and the HIF prolyl hydroxylase inhibitor DMOG were purchased from the MedChem Express (Shanghai, China). Small interfering RNA (siRNA) sequences for HIF-1α were constructed by GenePharma (Shanghai, China). Dimethyl sulfoxide and LPS (*Escherichia coli* 055: B5) were purchased from Sigma-Aldrich (St. Louis, MO, USA). Rat TNF-α, IL-1β, and IL-6 enzyme-linked immune sorbent assay (ELISA) kits were purchased from RayBiotech (Norcross, GA, USA). The anti-HIF-1α monoclonal antibody was purchased from Abcom (Beverly, MA, USA). The anti-TLR4 monoclonal antibody was purchased from Santa Cruz Biotechnology (CA, USA). The anti-β-actin monoclonal antibody was purchased from Sigma-Aldrich (St. Louis, MO, USA). TLR4 promoter-luciferase was constructed by GenePharma (Shanghai, China). Luciferase activities were assayed 24–48 h after transfection using a luciferase reporter assay system (Promega). Transient transfections were performed with Lipofectamine 3000 (Invitrogen).

### Animals and Treatments

All animal experiments were approved by the intramural Committee on Ethics Conduct of Animal Studies of the Army Medical University in Chongqing, China. Briefly, 8-week-old male Sprague-Dawley rats, weighing 200 ± 20 g, were housed in microisolator cages with specific pathogen-free condition and free access to water and food. The rats were supplied by the Center of Experimental Animal of the Army Medical University in Chongqing, China. Laboratory temperature was 24 ± 1°C, and relative humidity was 40–80%. Before experimentation, rats were housed for 3 days to allow acclimation to the environment. The rats were randomly divided into four experimental groups: (i) CTL group, naïve control rats with normoxia, (ii) LPS group, with LPS treatment with normoxia, (iii) HPO group, with exposure of acute hypobaric hypoxia, and (iv) COMB group, with combined exposures of acute hypobaric hypoxia and LPS, the total number of animals used in each group was 30. For LPS administration, the animals were subjected to a tail vein injection of a 0.5 mg/kg LPS in saline at an injection volume of 0.2 ml (LPS: 1 mg/ml). For exposure to hypobaric hypoxia, the animals were subjected to a decompression chamber for 6 h with an ambient air pressure of 405.35 mmHg (approximately 0.53 atm, or equivalent of 5,000 m altitude, or the equivalent of 11.2% O_2_). The animals in the COMB group that received double-stimulus were first subjected to LPS administration, then the decompression chamber. The rats in the CTL group were subjected to a tail vein injection of 0.2 ml of saline. All animals had no access to food and drinking water during the experiment. Specimen collection was conducted under the same (normal or hypoxic) conditions as the treatment of animal to eliminate artificial modifications. Before specimen collection, rats were subjected to anesthesia with a single dose of chloral hydrate (100 mg/kg, i.p.).

### Measurement of Mean Pulmonary Artery Pressure (mPAP)

The mPAP was measured according to the previously described method (35) after rats were exposed to hypoxia. First, the rats were anesthetized with a single injection of chloral hydrate (100 mg/kg, i.p.). A micro catheter was then inserted through the right external jugular vein into the right ventricle and finally positioned into the pulmonary artery for measurement of mPAP. Blood samples were harvested from rats after mPAP measurement.

### Detection of Arterial Oxygen Saturation of Rats

To investigate the hypoxic status in rats with ALI, arterial blood was sampled from the abdominal aorta for blood gas analysis according to the previously described method (36).

### Evaluation of Bronchoalveolar Lavage Fluid

To determine the inflammatory response in the lungs, BALF was collected for evaluation. Rats were anesthetized with a single dose of chloral hydrate (100 mg/kg, i.p.) and euthanized by lung removal. BALF was obtained from the right lung as follows: first, the left bronchus was ligated with sutures and the right bronchus was cannulated. Then 3 ml saline was introduced into the right lung, which was then gently manipulated, followed by withdrawal of the lavage fluid. This procedure was repeated three times per rat. The BALF was collected by centrifugation and the resultant supernatant was used for biochemical analysis using an automatic microplate reader (Tecan Sunrise, USA). The cell fraction was suspended in PBS and used for (i) the evaluation of inflammatory gene expression profiling and (ii) the total cell counts by hemocytometers.

### Histopathologic Evaluation

Histopathologic evaluation was performed on rats not subjected to BALF collection. Six hours after stimuli exposure, rats were sacrificed and their lungs were collected. After being fixed in 4% buffered formalin for 1 week, the lung tissues were embedded in paraffin and sliced into 5 µm sections. Hematoxylin and eosin (H&E) staining was performed for histopathologic evaluation.

### Assessment of Wet-to-Dry (W/D) Ratio of Lung Tissue

As the W/D ratio of the lung tissue is an important index for assessing the degree of pulmonary edema in ALI (37), we sought to examine the W/D ratio changes after different stimulations. The rats were anesthetized by a single injection of chloral hydrate (100 mg/kg i.p.) and the left lung was removed for determining its wet weight using a precision electronic scale (BSA124S-CW; Sartorius, Germany). Then the lung was placed in an oven and baked at 56°C for 48 h until a constant weight was obtained—as dry weight. The W/D ratio was calculated to represent the water content level of the lung tissue.

### Cell Culture and Treatments

Rat alveolar macrophage-derived cell line NR8383 (Cell Bank of the Chinese Academy of Sciences, Shanghai, China) was cultured in F-12K medium (containing 20% inactivated fetal bovine serum, 50 U/ml penicillin, 50 U g/ml streptomycin) in a humid atmosphere with 5% CO_2_ and 95% air; then cultured cells were randomly divided into four groups for evaluation of gene expression and signaling pathway after exposure to stimuli as follows: (i) CTL group, as naïve control; (ii) LPS group, cells cultured with 10 ng/ml LPS in media under normoxia; (iii) HPO group, cultured with regular media and exposure to 5% O_2_; and (iv) COMB group, cells cultured with the combination of both 10 ng/ml LPS and 5% O_2_ exposure. To abolish the effect of HIF-1α, cells were pretreated with 50 µM PX478 for 20 h under normoxia as described (38). To augment the effect of HIF-1α, cells were pretreated with 1 µM DMOG for 8 h under normoxia as described (39).

### Enzyme-Linked Immune Sorbent Assay

Inflammatory profiles (TNF-α, IL-1β, and IL-6) of BALF, rat plasma, and the culture media of NR8383 cells were evaluated by ELISA. The samples were centrifuged (3,000 *g* for 10 min at 4°C) then stored at −80°C for ELISA testing. The concentrations of TNF-α, IL-1β, and IL-6 were detected by commercially available kit (RayBiotech, GA, USA) per manufacturers’ instructions. Plates were read at 450 nm by an automatic microplate reader (Tecan Sunrise).

### Western Blot Analysis

Whole-cell lysates were obtained by resuspending cell pellets in RIPA buffer (50 mM Tris pH 7.4, 150 mM NaCl, 1% Triton X-100) with freshly added protease inhibitor (Roche). The concentration of protein was measured by a BCA protein assay kit (Pierce, Rockford, IL, USA) according to the manufacturer’s instructions. 50 µg of protein lysate was fractionated by SDS-PAGE and then transferred onto a PVDF membrane. The membrane was blocked with 5% milk at room temperature for 1 h then probed with primary antibodies overnight at 4°C. The membrane was washed with TBST and then incubated with corresponding secondary antibody for 1 h at room temperature. The targeted proteins were visualized with super signal West Pico Chemiluminescent Substrate (Thermo Scientific, USA). The anti-β-actin antibody (Sigma, Cat #A2228) was used as an internal control. Densitometry was performed using Image J (National Institutes of Health, USA). Protein levels were normalized to β-actin.

### Real-Time Quantitative PCR

Total RNA was extracted from BALF cells or cultured NR8383 cells using RNA reagent (Takara Japan), and the first-strand cDNA was synthesized using an MLV reverse transcription kit (Takara, Japan) according to the manufacturer’s instructions. Primers are shown in Table 1. The RT-qPCR reactions were conducted using a Bio-Rad real-time PCR system with the following modified program: initial denaturation at 95°C for 2 min; followed by 40 cycles of denaturation at 95°C for 30 s, annealing at 60°C for 30 s, and amplification at 72°C for 20 s. Products were verified by melting curve analysis and 1.5% agarose gel electrophoresis. The cDNA was used as a template for RT-qPCR using the SYBR green master mix (Applied Biosystems, USA). Gene expression levels were calculated relative to β-actin internal control.

**Table 1:** Oligonucleotide primers of rat used in real-time quantitative PCR.

Gene	Primer sequence (5′–3′) forward	Primer sequence (5′–3′) reverse	Amplicon length (bp)
IL-1β	AGTGAGGAGAATGACCTGTTC	CGAGATGCTGCTGTGAGATT	124
IL-6	GCCAGAGTCATTCAGAGCAATA	GTTGGATGGTCTTGGTCCTTAG	160
TNF-α	ACCATGAGCACGGAAAGCAT	AACTGATGAGAGGGAGCCCA	220
LBP	TGACTACAGTTTGGTGGCGG	TTGGTGTTCAGCCGGATGTT	273
CD14	TCCCACTCTCAGAATCTACC	CACACGCTTTAGAAGGTACT	249
TLR4	CCCTGCCACCATTTACAGTT	TGCCATGCCTTGTCTTCAAT	358
NF-kBia	AGACTCGTTCCTGCACTTGG	TCTCGGAGCTCAGGATCACA	214
β actin	CACCCGCGAGTACAACCTTC	CCCATACCCACCATCACACC	207
CCL3	ATATGGAGCTGACACCCCGA	GGAGGTTTGGGGGTTCCTTG	237

### Identification of Gene Expression Profiling of BALF Cells

For microarray analysis, we pooled the total RNA from three animals in the same treatment group as a pooled RNA sample, and a total of three pooled RNA samples underwent microarray analysis in each group. We used cluster analysis to analyze these 12 pooled RNA samples to find the common genes identified by paired *t*-test. The clustering display was generated by Chip software with two-way data clustering. The gene expression profiles were determined using Gene Chip Rat Genome 230 2.0 Array (Affymetrix). RNA samples were hybridized onto array chips, stained, washed, and scanned according to Affymetrix protocol. The array image and cell intensity files (CEL files) were generated by Affymetrix Gene Chip Command Console; the RNA quality control tests and Gene Chip analysis were conducted by Center for Genomic Services (Hong Kong University). The analysis of data from Gene Chip was conducted using MAS 3.0 Software, Affymetrix Transcriptome Analysis Console Software, and R software (http://www.r-project.org). Filtering was performed to remove background noise with Gene Spring Software. Probes with signals weaker than the 20th percentile of the overall signal were not included in the analysis. Differentially expressed genes were identified by fold change (FC ≥ 2 or FC ≤ 0.5). Over-represented gene ontology (GO) terms and enriched pathways associated with the list of differentially expressed genes were generated by the built-in GO and single experiment analysis of gene spring. Only GO terms and pathways that have more than two entities involved and *p*-value <0.05 were considered.

### Statistical Analysis

The data are presented as mean values with SD of the means. All the cell experiments were repeated three times. Significant differences between two or more groups were analyzed using Student’s *t*-test or one-way analysis of variance by using an SPSS 20.0 software (USA), accordingly. The pictures were drawn by GraphPad Prism software 5.0 (GraphPad, CA, USA) for Windows. A value of *p* <0.05 was considered a significant difference.

## Results

### Novel Rat Model of ALI Induced by LPS Combined With Hypoxia

To explore the interaction and combined effect of sepsis and hypoxia in the pathogenesis of ALI, we established a novel rat ALI model that was induced by systemic LPS with hypoxia exposure (see Materials and Methods). After being subjected to this ALI model, histopathologic evaluation of the lung tissue was performed using H&E staining. H&E data showed the presence of a small number of inflammatory cells in the alveolar cavity and slightly widened alveolar septum in the LPS group and hypoxia group, but with no significant alveolar septum engorgement or disorganization of alveolar structure; in the COMB group, however, the number of inflammatory cells was significantly increased, along with significant alveolar septum engorgement and serious disorganization of alveolar structure (Figure 1A).

**Figure 1:**
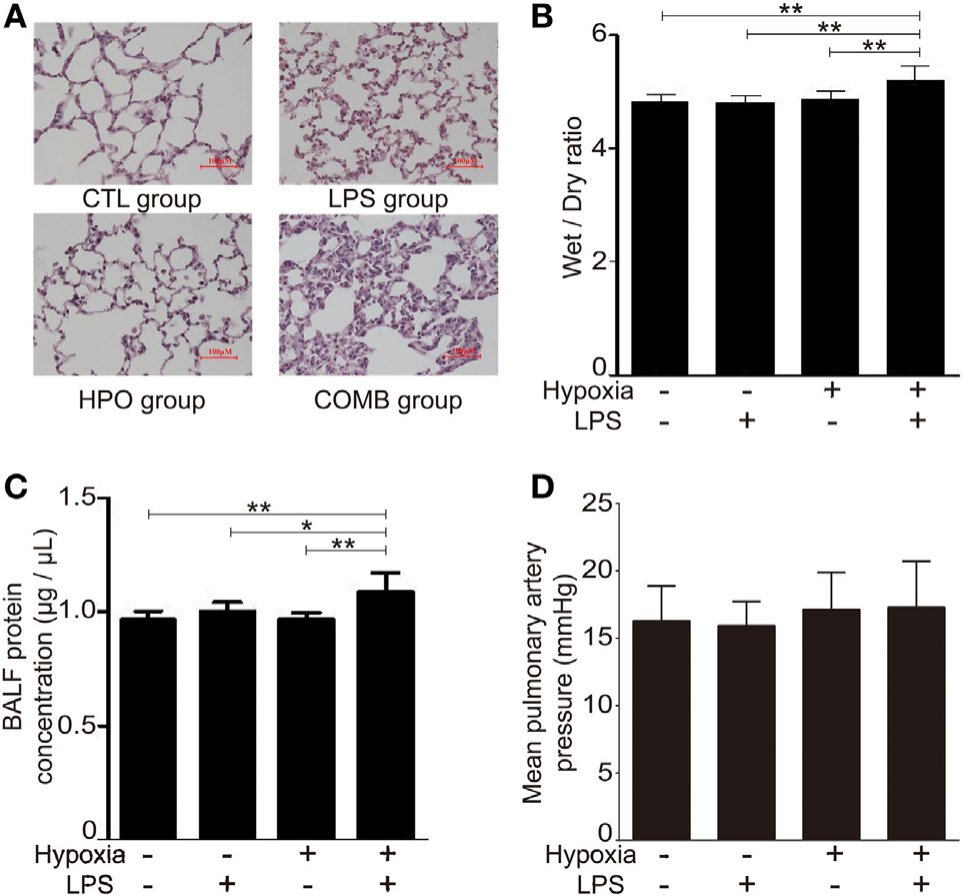
Acute lung injury models were induced by hypoxia combined with lipopolysaccharides (LPS). Histopathologic sections of lung tissues (hematoxylin and eosin staining, ×100) showed that the number of inflammatory cells in the alveolar cavity and the degree of alveolar septum engorgement in CTL (100 μl normal saline) group, LPS (0.5 mg/kg) group, HPO (5,000 m) group, and COMB group **(A)**. The Wet-to-Dry ratio of rat lungs was detected at 6 h after rats were exposed to different stimulation (*n* = 8) **(B)**. The protein concentration in bronchi alveolar lavage fluid (BALF) was determined in triplicates using BCA method (*n* = 10) **(C)**. Mean pulmonary artery pressure (mPAP) values were detected in rats (*n* = 10) **(D)**. Data are presented as mean ± SD. *p < 0.05 and **p < 0.01 between groups.

We evaluated the lung W/D ratio of ALI rats. Our data showed that the lung W/D ratio of LPS group and hypoxia group were similar to the control group (*n* = 8 per group, *p* > 0.05), whereas W/D significantly increased in the COMB group (*n* = 8, *p* < 0.01) (Figure 1B); this suggests a more severe pulmonary edema occurred in COMB group. Furthermore, the COMB group had significantly higher protein concentration in its BALF compared to the other two treated groups and controls (*n* = 10 per group, *p* < 0.01) (Figure 1C), indicating a more severe protein leakage in the COMB group. However, there was no significant difference of mPAP across the two treated groups and control group (*n* = 10 per group, *p* > 0.05) (Figure 1D).

### Hypoxia Exacerbated Inflammatory Cytokine Response in ALI Rats and Cultured NR8383 Cells

To investigate the inflammatory profiles of ALI rats in response to LPS-, hypoxia-, or combined-stimulation, we measured the plasma level of inflammatory cytokines (TNF-α, IL-1β, and IL-6) in BALF of ALI rats. Our data showed the levels of TNF-α, IL-1β, and IL-6 were significantly increased in all ALI groups compared to controls (*p* < 0.01); notably, the levels of inflammatory cytokines in the COMB group were higher than either the LPS group or HPO group (*n* = 5 per group) (Figures 2A–C). Furthermore, to evaluate the transcription level of TNF-α, IL-1β, and IL-6, we measured mRNA levels in total cells of BALF, by RT-qPCR. Quantitative data showed mRNA levels of all three were significantly increased in COMB group compared to the other ALI groups and controls (*n* = 5 per group, *p* < 0.01) (Figures 2D–F). Last, we verified above *in vivo* findings in the *in vitro* setting of cultured macrophage line NR8383. Our data showed that in line with *in vivo* findings, the mRNA levels of TNF-α, IL-1β, and IL-6 were significantly higher in COMB group stimulated NR8383 cells compared to LPS, HPO, and CTL groups in three independent experiments (*p* < 0.01) (Figures 2D–F). Together, our data suggested that COMB stimulation produces a significantly stronger inflammatory response *in vivo* and *in vitro*.

**Figure 2:**
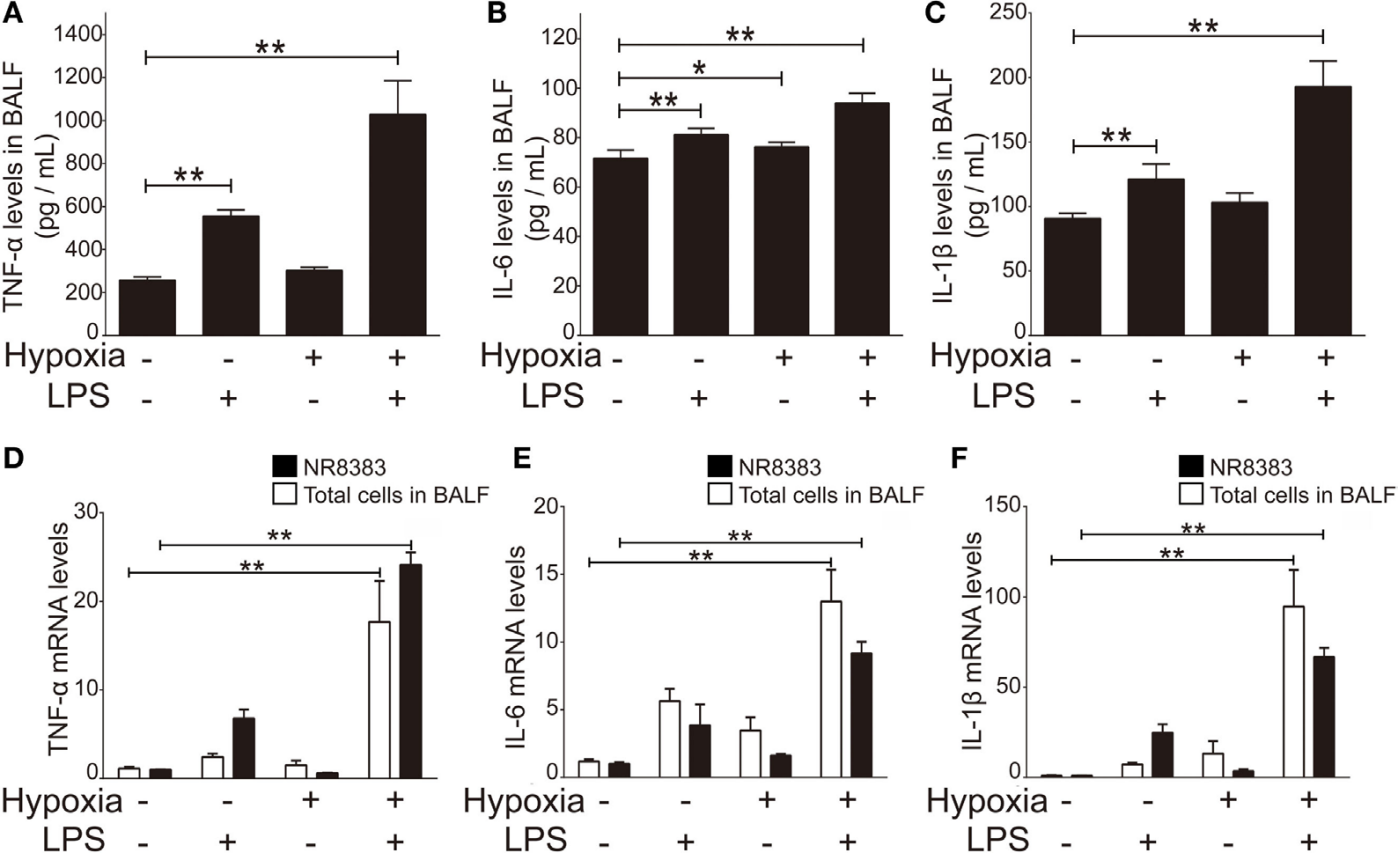
The production of inflammatory cytokines in the bronchi alveolar lavage fluid (BALF) of rats in four groups. The inflammatory cytokines, tumor necrosis factor alpha (TNF-α), interleukin-1 beta (IL-1β), and interleukin-6 (IL-6) in the BALF of rats were detected by enzyme-linked immune sorbent assay (*n* = 10) **(A–C)**. The transcription level changes of TNF-α, IL-6, and IL-1β mRNA was determined by real-time quantitative PCR in NR8383 (*n* = 3) and the total cells in BALF (*n* = 5). The values of controls were normalized to 1 **(D–F)**. Data are presented as mean ± SD. *p < 0.05 and **p < 0.01 between two groups.

### GO Consortium of the Altered Genes in the BALF Cells of ALI Rats

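Gene expression in BALF cells was measured on Affymetrix rat genome arrays in 4 groups of Sprague-Dawley rats, which the paper describes as male, namely CTL, LPS (0.5 mg/kg), HPO (6 h of hypobaric hypoxia at 5000 m, 405.35 mmHg and 11.2% oxygen) and COMB, which received both. Each group had 3 arrays. Each array held a pool of RNA that the paper describes as coming from 3 rats, while the sample labels list 2 rats for 2 of the COMB pools. Pools are named here by the numbers of their rats, as in the CTL pool of rats 5, 6 and 7. The deposited values are probe set intensities on a linear scale, as the authors' processing left them. The paper's text names the software used for the arrays but no method of normalization. The median intensity of an array lay between 32.72 and 35.61. The array carries 31099 probe sets, of which 57 are controls. A probe set was tested when its intensity was above the 20th percentile of its own array in at least 3 of the 12 arrays, which left 25692. Intensities were compared as log2 of the value plus 1. A limma model with the 4 group means was fitted to all 12 arrays, and its p values were adjusted by the Benjamini-Hochberg method over the probe sets tested, with a threshold of 0.05. Each gene is represented by the probe set of the highest mean among those that name only that gene, which gave 12853 genes. The comparisons, 31 gene lists and the rule for the genes named were set before the data were examined. Lists were tested with camera at a preset correlation of 0.01 between the genes of a list. Of 186 list tests, 93 passed with camera and 55 with fry. With the correlation estimated from these arrays, camera called 0 lists (lowest adjusted p = 0.443) and gave an unadjusted p under 0.05 in 14 tests. SD values are between the 3 pools of a group, and the number of arrays limits the precision.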

To evaluate the interaction of LPS and hypoxia on the expression of genes participating in ALI development, we used microarray analysis to measure gene expression profiles in the BALF cells of ALI rats. The expression values of each gene were standardized and color-coded relative to the mean (green, values less than the mean; red, values greater than the mean). 

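Lcn2, an iron-binding protein of the acute phase response, had a mean intensity of 24.5 ± 6.84 in CTL (SD, n = 3 pools), 35.7 ± 13.4 in HPO, 975 ± 105 in LPS and 4408 ± 633 in COMB. Muc5b, a secreted mucin of the airways, was at 191 ± 70.3 in CTL, 474 ± 150 in LPS, 639 ± 155 in HPO and 2267 ± 658 in COMB. Cidec, a lipid droplet protein, was at 399 ± 44.9 in CTL, 273 ± 65.4 in HPO, 216 ± 31.1 in LPS and 75.6 ± 23.5 in COMB. Over the 25692 probe sets, the mean Euclidean distance between a COMB pool and a pool of another group was 94.5 for CTL, 88.1 for HPO and 80.7 for LPS. The distance was 57.1 between CTL and LPS pools and 55.1 between CTL and HPO pools. Within a group, pools lay 49.2 apart in CTL, 39.4 in LPS, 50 in HPO and 63.1 in COMB. The group accounted for 61.6% of the squared distances (distance-based pseudo-F = 4.29, exact permutation test over every split of the 12 arrays into 4 groups of 3, p = 6.49e-05, the smallest p that these splits can give). This test takes the 4 groups together, and 3 pools against 3 allow no p under 0.1 for a single pair of groups.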

The microarray data showed that the three ALI groups and controls had significantly distinguished gene expression profiles (Figure 3A). 

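Among the genes that rose in COMB against CTL, Ccl20, a chemokine for dendritic cells and lymphocytes, had a log2 fold change of 5.45 (standard error 0.133, adjusted p = 8.63e-10), the acute phase protein Saa3 one of 5.37 (adjusted p = 5.02e-09), the neutrophil chemokine Cxcl1 of 5.13 (adjusted p = 1.12e-04) and the complement component C3 of 4.94 (adjusted p = 8.84e-06). Star, which carries cholesterol into mitochondria, had a log2 fold change of -2.30 (standard error 0.313, adjusted p = 4.6e-04), and the leucine aminopeptidase Lap3 of -1.98 (adjusted p = 6.79e-05). Against LPS, the monocyte chemokine Ccl2 rose by 3.91 (standard error 0.765, adjusted p = 0.00751) and Duox2, an oxidase of epithelial cells, by 3.42 (adjusted p = 0.00195), while the heat shock protein Hspa1a had a log2 fold change of -2.16 (adjusted p = 0.00216). In LPS alone, Saa3 rose by 4.20 (standard error 0.162, adjusted p = 1.84e-07) and Cp, the copper-binding protein ceruloplasmin, by 3.63 (adjusted p = 6.06e-04), while Tac1, the precursor of substance P, had a log2 fold change of -1.87 (adjusted p = 0.00462). In HPO alone, 9 probe sets rose and none fell, among them those of Fmo2, a flavin monooxygenase of the lung, at 2.30 (adjusted p = 0.0289), Sult1a1, a sulfotransferase, at 1.57 (adjusted p = 0.0336), and the epithelial secreted protein Wfdc2 at 1.44 (adjusted p = 0.0477).
In limma, 4895 probe sets were called in COMB against CTL (2270 higher, 2625 lower), 525 in LPS against CTL (223 higher, 302 lower), 9 in HPO against CTL, 3060 in COMB against LPS (1707 higher, 1353 lower) and 4004 in COMB against HPO (1756 higher, 2248 lower). The number with an unadjusted p under 0.05 was 8244, 3796, 2494, 7193 and 7362 in the same order. The values of the 3 pools of each group did not overlap for 36.6%, 26.5%, 15.6%, 34.2% and 27.7% of the probe sets, against 10% by chance. Called probe sets that also differed at least 2-fold numbered 1202 in COMB, 118 in LPS and 6 in HPO, each against CTL. With each array centred on its median, 34.8% of the calls in COMB against CTL were higher in place of 46.4%, and in COMB against LPS 36.7%, or 41.8% after quantile normalization, in place of 55.8%. In LPS against CTL, where 42.5% were higher, the majority turned after quantile normalization, with 352 higher and 334 lower (51.3%), and did not with centred arrays (45.3%). Other tests moved the counts further. In HPO against CTL, array weights gave 3576, a replicate block by shared rat numbers, added after the values were seen, 109, a fit of the 2 groups alone 63, weights by the number of rats 21, a trended robust fit 14 and 1 probe set per gene 1, while the t-test of the methods with adjusted p values gave 0 (2225 unadjusted). In LPS against CTL, array weights gave 3702, a fit of the 2 groups alone 1147, the block 736 and the adjusted t-test 1. The array weight was 6.38 for the HPO pool of rats 7, 8 and 9, against 0.738 and 0.226 for the other HPO pools. It was 4.12 for the CTL pool of rats 8, 9 and 10, against 0.76 and 0.759 for the other CTL pools. The count of 3576 in HPO thus rests largely on 1 pool per group.
Several counts depended on single pools. In COMB against CTL, 3106 probe sets were called without the CTL pool of rats 8, 9 and 10 and 3229 without that of rats 1, 3 and 4. In LPS against CTL, the count was 64 and 85 without these same CTL pools, and 118, 199 and 120 without the LPS pools of rats 2, 3 and 6, of rats 5, 7 and 11, and of rats 8, 9 and 10. In HPO against CTL, limma called 0 without the CTL pool of rats 5, 6 and 7, that of rats 8, 9 and 10, the HPO pool of rats 2, 4 and 11 or that of rats 3, 5 and 12 (2081, 1811, 1924 and 2861 at an unadjusted p under 0.05), and 1, which is none of the 9, without the CTL pool of rats 1, 3 and 4. Without the HPO pool of rats 7, 8 and 9, Sult1a1 (adjusted p = 0.0625) and Wfdc2 (0.0797) did not pass. In COMB against LPS, it was 1526, 1810 and 1603 without the LPS pools in the order above and 1957 without the COMB pool of rats 10 and 11.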

Scatter Plot data further revealed the differential patterns of gene expression in the four groups, and showed that the COMB group had drastically modulated gene expressions compared to the LPS and HPO groups (Figure 3B). Furthermore, we used a Venn diagram to show the distribution patterns of gene changes and the number of the genes regulated and shared among different ALI groups: our data showed a total of 1,595 genes (1,489 in COMB group, 293 in LPS group, and 221 in hypoxia group) were upregulated. Among these genes, 60 (3.8%) genes were upregulated in all three ALI groups. 

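Gpx2, a glutathione peroxidase of epithelial cells, was more than 2-fold above CTL in LPS, by a log2 fold change of 2.93 (standard error 0.241, adjusted p = 2.21e-04), and in COMB, by 4.24 (standard error 0.241, adjusted p = 2.08e-06). The hemoglobin-binding protein Hp followed, at 2.67 (adjusted p = 4.83e-04) in LPS and 3.98 (adjusted p = 3.14e-06) in COMB. Tppp, a tubulin-binding protein, was more than 2-fold below CTL in COMB, at -1.99 (adjusted p = 1.41e-04), and in LPS, at -1.39 (adjusted p = 0.0121), where it was not called without the CTL pools of rats 1, 3 and 4 (adjusted p = 0.0691) and of rats 8, 9 and 10 (0.0741) or the LPS pool of rats 8, 9 and 10 (0.0577). In HPO all 3 genes were also past 2-fold in the same direction and did not pass the test, with Gpx2 at 1.3 (adjusted p = 0.0937), Hp at 1.37 (adjusted p = 0.0892) and Tppp at -1.41 (adjusted p = 0.0613). The paper's criterion is a fold change of at least 2 or at most 0.5 with no test, and it was applied here to the means of the log2 values of the 25692 probe sets. By it, 1066 probe sets were higher in COMB, 167 in LPS and 135 in HPO, 1109 in at least 1 group, and 29 (2.61%) in all 3 groups. In the other direction, 321 were lower in COMB, 78 in LPS and 37 in HPO, 383 in at least 1 group, and 3 (0.783%) in all 3. COMB and LPS shared 145 higher and 41 lower probe sets, COMB and HPO 114 and 6, and LPS and HPO 29 and 9. The 3 groups are set against the same CTL pools. When unchanged groups were simulated, COMB and LPS shared 12.31 higher and 17.06 lower probe sets on average. For COMB and HPO these averages were 10.36 and 17.08, so the 6 lower ones lie below the simulated mean. All 3 simulated groups shared 5.58 higher probe sets on average (at most 72) and 9.26 lower ones (at most 65). The observed 29 and 3 lie within this simulated range. Independent lists of these sizes would share 0.0364 and 0.0014. The CTL pools are too few to split between the groups. The number higher in all 3 groups was 73 without the CTL pool of rats 5, 6 and 7 and 19 without that of rats 1, 3 and 4. Without the latter, 144 were lower in LPS and 101 in HPO. The number lower in LPS was 118 without the LPS pool of rats 5, 7 and 11, and that in HPO was 17 without the CTL pool of rats 5, 6 and 7 and 76 without that of rats 8, 9 and 10.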

Meanwhile, of a total of 1,213 genes (1,171 in COMB group, 158 in LPS group, and 135 in hypoxia group) that were downregulated, only 26 (2%) of these genes were commonly downregulated in all ALI groups (Figure 3C). 

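Lbp, which hands LPS to its receptor complex, had a mean intensity of 15.7 ± 3.41 in CTL (SD, n = 3 pools), 30.7 ± 7 in LPS, 21.7 ± 2.33 in HPO and 128 ± 42.7 in COMB. Cd14, the co-receptor that takes up LPS from it, was at 389 ± 152 in CTL, 1409 ± 251 in LPS, 497 ± 90.9 in HPO and 2319 ± 610 in COMB. Ccl3, a chemokine of macrophages, was at 666 ± 365, 796 ± 90.4, 489 ± 127 and 3693 ± 1570 in the same order, and Nfkbia, the inhibitor that NF-κB itself induces, at 984 ± 157, 1327 ± 271, 1142 ± 263 and 2482 ± 853. In COMB against CTL, the log2 fold change was 2.91 (standard error 0.24, adjusted p = 2.75e-05) for Lbp, 2.60 (standard error 0.261, adjusted p = 6.81e-05) for Cd14, 2.5 (standard error 0.383, adjusted p = 9.19e-04) for Ccl3 and 1.28 (standard error 0.261, adjusted p = 0.00507) for Nfkbia. Each of these calls remained without any single pool. Of the 4 genes, Cd14 rose in LPS against CTL, by 1.90 (standard error 0.261, adjusted p = 0.00538). In LPS, Lbp had a log2 fold change of 0.93 (adjusted p = 0.0764), Ccl3 of 0.39 (adjusted p = 0.731) and Nfkbia of 0.42 (adjusted p = 0.522), and in HPO the values were 0.46 (adjusted p = 0.6) for Lbp, 0.40 (adjusted p = 0.714) for Cd14, -0.35 (adjusted p = 0.872) for Ccl3 and 0.20 (adjusted p = 0.893) for Nfkbia, none of which passed the test.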

Finally, we validated the above microarray findings using RT-qPCR and confirmed the expression patterns of selected genes (i.e., LBP, CD14, CCL3, and NF-kBia), as evidenced by a similar fold change that closely matched the microarray data for the genes tested (Figure 3D). Importantly, the RT-qPCR data suggested that the combined stimulation of LPS and hypoxia had a synergistic effect on gene expression levels in ALI.

**Figure 3:**
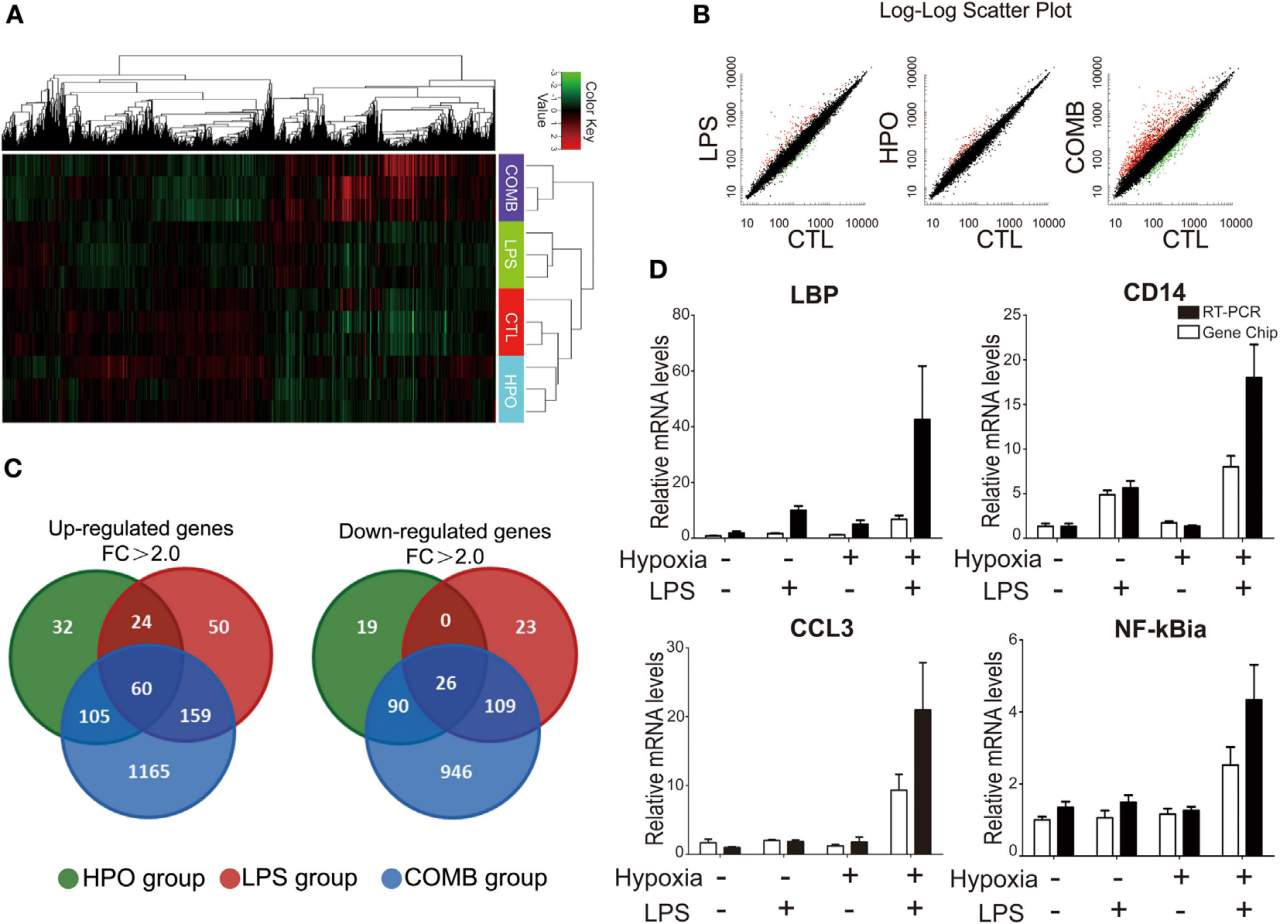
Differential gene expression profiles were identified in the total cells of bronchi alveolar lavage fluid (BALF) by high-throughput microarray analysis. Before the gene chip detection, we mixed three animal samples into one pooled sample and total of three pooled samples were detected in each group. The clustering display was generated by Chip software with two-way data clustering. Each column represents an individual gene, and each row corresponds to an individual array. Gene expression values were standardized and color-coded relative to the mean (green, values less than the mean; red, values greater than the mean), the gene expression profiles of the COMB group are significant different from the other three groups **(A)**. We used the Scatter Plot to show the differential patterns of gene expression in the four groups **(B)**. We used a Venn diagram to show the distribution patterns of gene changes in lipopolysaccharides (LPS) group, HPO group, and COMB group **(C)**. Microarray findings of gene expression pattern were validated by using real-time quantitative PCR (RT-qPCR) **(D)**.

To mechanistically understand the interaction of inflammation and hypoxia, we classified the differentially expressed genes in the COMB group ALI into functional categories by three different analysis approaches. First, the GO cluster analysis showed (i) the upregulated 1,489 genes in COMB group belong to functional categories of immune response, signal transduction, inflammatory response, cell adhesion, G-protein coupled receptor protein signaling pathway, intracellular signaling cascade, response to LPS, response to hypoxia, cell adhesion, and so on and (ii) the downregulated 1,171 genes in COMB group related to intracellular signaling cascade, signaling pathway, cell adhesion, signal transduction, etc. 

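Of 30 measured inflammatory cytokines and chemokines, 17 rose in COMB against CTL and none fell (18 and 0 when adjusted over the list alone). Among them, the neutrophil chemokine Cxcl3 rose by a log2 fold change of 4.32 (standard error 0.611, adjusted p = 5.67e-04) and the interleukin Il1a by 3.88 (adjusted p = 1.41e-05). Of 33 interferon-stimulated genes, 18 rose and 1 fell (25 and 1 when adjusted over the list alone), with Isg20, an antiviral exonuclease, at 2.39 (adjusted p = 7.94e-05) and Oas1a, a sensor of double-stranded RNA, at 2.18 (adjusted p = 3.29e-04). The median log2 fold change was 1.31 for the cytokines (camera adjusted p = 1.28e-07, and adjusted p = 0.443 with an estimated correlation) and 1.26 for the interferon-stimulated genes (8.28e-09 and 0.451).
Of 35 targets of hypoxia and HIF, 8 rose, 2 fell and 25 did not pass the test (9 and 2 when adjusted over the list alone; median 0.05, camera adjusted p = 0.0956, and adjusted p = 0.639 with an estimated correlation). Ankrd37, a direct HIF target, rose by 1.34 (adjusted p = 0.00177) and P4ha2, a collagen prolyl hydroxylase, by 1.09 (adjusted p = 0.00236). Hif1a itself had a log2 fold change of 0.34 (adjusted p = 0.128) in COMB, 0.39 (adjusted p = 0.218) in LPS, -0.35 (adjusted p = 0.459) in HPO and -0.05 (adjusted p = 0.844) in COMB against LPS, and none of these passed, while COMB was higher than HPO by 0.69 (adjusted p = 0.00789). It passed in COMB (0.54, adjusted p = 0.00574) and in LPS (0.59, adjusted p = 0.0231) without the CTL pool of rats 5, 6 and 7. In HPO against CTL, limma called 0 of the 35 targets, and their median was −0.05 (camera adjusted p = 0.353). In COMB against LPS, 6 rose and 1 fell (13 and 2 when adjusted over the list alone), and the median of 0.22 passed (camera adjusted p = 0.00315, and adjusted p = 0.477 with an estimated correlation), as did that of 0.28 against HPO (11 higher and 4 lower, 13 and 7 when adjusted over the list alone; 0.0151 and 0.527), though not without the COMB pool of rats 10 and 11 (0.27, adjusted p = 0.0583). The median interaction of this list was 0.29 (camera adjusted p = 2.26e-04, and adjusted p = 0.443 with an estimated correlation), and limma called 0 of its genes (0 when adjusted over the list alone). Of 14 glycolysis genes, 5 rose and 2 fell in COMB (6 and 2 when adjusted over the list alone; median 0.18, camera adjusted p = 0.057), with Tpi1, triosephosphate isomerase, at 0.75 (adjusted p = 0.00333). In HPO the glycolysis genes shifted down, with 0 of the 14 above 0 (limma called 0, and 0 when adjusted over the list alone; median −0.11, camera adjusted p = 0.0105, and adjusted p = 0.443 with an estimated correlation), though not without the CTL pool of rats 5, 6 and 7 (0.0501) or the HPO pool of rats 2, 4 and 11 (0.0559). They shifted up in COMB against LPS (4 higher, 6 higher and 1 lower when adjusted over the list alone; 0.18, 0.0304 and 0.443), though not without the COMB pool of rats 10 and 11 (0.0709) or that of rats 12, 13 and 14 (0.0686), and in COMB against HPO (8 higher and 1 lower, also when adjusted over the list alone; 0.33, 0.00207 and 0.443). Their median interaction was 0.27 (limma called 0, and 5 were higher when adjusted over the list alone; 1.4e-04 and 0.443).
Of 22 genes of complement and coagulation, 7 rose and 2 fell (8 and 2 when adjusted over the list alone), with the complement inhibitor Serping1 at 3.80 (adjusted p = 5.25e-04) and F3, the tissue factor that starts coagulation, at 2.94 (adjusted p = 6.79e-05). The median was 0.28 (camera adjusted p = 0.0348, and adjusted p = 0.443 with an estimated correlation). Of 15 genes that glucocorticoids induce, 5 rose and 0 fell (5 and 0 when adjusted over the list alone), with the metallothionein Mt2A at 1.45 (adjusted p = 0.00154), and their median was 0.42 (0.0097 and 0.443).
Markers of cell types were tested in the same way. Of 22 markers of airway epithelium, 18 rose in COMB and 0 fell (21 and 0 when adjusted over the list alone), with the secreted Bpifb1 at 3.14 (adjusted p = 6.16e-05), the ciliary Tekt1 at 3.09 (adjusted p = 5.95e-05) and the epithelial adhesion protein Epcam at 2.82 (adjusted p = 6.04e-05). Their median was 1.88 (camera adjusted p = 6.99e-15, and adjusted p = 0.443 with an estimated correlation). Of 15 neutrophil markers, 8 rose and 2 fell (10 and 2 when adjusted over the list alone; median 1.41, 0.00176 and 0.443), with Lcn2 at 7.46 (adjusted p = 2.39e-08). Of 19 markers of alveolar macrophages, 3 rose and 7 fell (3 and 7 when adjusted over the list alone; median −0.23, camera adjusted p = 0.0744), with Cidec at -2.42 (adjusted p = 3.77e-05) and Chi3l1, a chitinase-like secreted protein, at 3.81 (adjusted p = 0.00115). In LPS against CTL, 4 interferon-stimulated genes rose (20 when adjusted over the list alone; median 1.02, camera adjusted p = 1.82e-14, and adjusted p = 0.443 with an estimated correlation), with Oas1a at 2.06 (adjusted p = 0.00538).
The number of genes called in a list depended on single pools. Of the interferon-stimulated genes, 9, 10 and 11 rose in COMB without the CTL pool of rats 1, 3 and 4, that of rats 8, 9 and 10 and the COMB pool of rats 12, 13 and 14, and 19 rose in LPS without the CTL pool of rats 5, 6 and 7. Of the hypoxia and HIF targets, 1, 3 and 2 were higher in COMB than in LPS without the LPS pools of rats 2, 3 and 6, of rats 5, 7 and 11, and of rats 8, 9 and 10, and 3 without either the COMB pool of rats 10 and 11 or that of rats 12, 13 and 14. Against HPO, 6 of them were higher without the HPO pool of rats 7, 8 and 9, that of rats 2, 4 and 11 or the COMB pool of rats 12, 13 and 14. Of the glycolysis genes, 1 and 2 were higher in COMB than in LPS without the LPS pools of rats 2, 3 and 6 and of rats 8, 9 and 10, and 1 and 2 without the COMB pools of rats 10 and 11 and of rats 12, 13 and 14, and against HPO 5 were higher without the HPO pool of rats 7, 8 and 9 or the COMB pool of rats 2 and 3 and 4 without the HPO pool of rats 2, 4 and 11 or the COMB pool of rats 12, 13 and 14. Without the COMB pool of rats 2 and 3, 2 hypoxia and HIF targets and 2 glycolysis genes had a higher interaction. In COMB against CTL, 3 glycolysis genes rose without the CTL pool of rats 8, 9 and 10, the COMB pool of rats 10 and 11 or that of rats 12, 13 and 14, 11 genes of complement and coagulation rose without the CTL pool of rats 5, 6 and 7, and 4 and 5 neutrophil markers rose without the CTL pools of rats 1, 3 and 4 and of rats 8, 9 and 10.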

(Figure 4A). 

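Genes of antigen presentation by MHC class I were among those that rose in COMB. Of 20 measured, 13 rose against CTL and 0 fell (13 and 0 when adjusted over the list alone), with RT1-S3, a class I molecule, at a log2 fold change of 1.73 (standard error 0.211, adjusted p = 2.28e-04), the class I transactivator Nlrc5 at 1.48 (adjusted p = 0.00623) and the peptide transporter Tap1 at 1.37 (adjusted p = 0.00229). Their median was 0.58 (camera adjusted p = 4.63e-06, and adjusted p = 0.443 with an estimated correlation). In LPS alone, 7 of the 20 rose (11 when adjusted over the list alone; median 0.33, 1.87e-10 and 0.443), and 3 and 1 rose without the CTL pools of rats 1, 3 and 4 and of rats 8, 9 and 10, and 1, 3 and 2 without the LPS pools of rats 2, 3 and 6, of rats 5, 7 and 11, and of rats 8, 9 and 10. Of 11 genes of MHC class II, 4 rose in COMB and 0 fell (5 and 1 when adjusted over the list alone), among them Cd74, the invariant chain, at 1.87 (adjusted p = 0.0132) and the class II transactivator Ciita at 1.64 (adjusted p = 0.00165). The class II median was 1.31 (camera adjusted p = 0.0793, and adjusted p = 0.527 with an estimated correlation), 0.52 without the CTL pool of rats 1, 3 and 4, 0.86 without the COMB pool of rats 2 and 3, and 1.83 without the CTL pool of rats 5, 6 and 7, where it passed (0.00372). Without the CTL pool of rats 1, 3 and 4, that of rats 8, 9 and 10, the COMB pool of rats 10 and 11 or that of rats 12, 13 and 14, 2 class II genes rose.
Of 25 genes of B cell receptor signaling, 5 rose, 3 fell and 17 did not pass (6 and 4 when adjusted over the list alone), with Ifitm1, an interferon-induced membrane protein that joins the B cell co-receptor, at 2.82 (adjusted p = 0.0105) and the kinase Prkcb at -1.29 (adjusted p = 0.00389). Of 35 cell adhesion molecules, 9 rose and 5 fell (10 and 6 when adjusted over the list alone), with the proteoglycan Sdc4 at 3.75 (adjusted p = 1.52e-04), the integrin Itgam of myeloid cells at 2.01 (adjusted p = 0.00393) and Vcam1, which binds leukocytes, at 1.91 (adjusted p = 6.25e-04). Of 45 genes of the hematopoietic lineage, 13 rose and 8 fell (17 and 10 when adjusted over the list alone), with Cd24, which neutrophils and epithelial cells also carry, at 2.80 (adjusted p = 5.57e-04). The median was 0.07 for B cell receptor signaling (camera adjusted p = 0.531), 0.10 for cell adhesion (0.368) and 0.15 for the hematopoietic lineage (0.0752). Without the CTL pool of rats 1, 3 and 4, 3 genes of B cell receptor signaling and 7 of the hematopoietic lineage rose, and 8 of the latter rose without the CTL pool of rats 8, 9 and 10 or the COMB pool of rats 12, 13 and 14.
Of 26 markers of T and NK cells, 4 were higher in COMB and 0 lower (9 and 0 when adjusted over the list alone), with a median of 1.32 (camera adjusted p = 8.89e-05, and adjusted p = 0.586 with an estimated correlation). All 4 calls were lost, and limma called 0 of the 26, without the CTL pool of rats 1, 3 and 4, that of rats 8, 9 and 10, the COMB pool of rats 10 and 11 or that of rats 12, 13 and 14, while 16 and 20 were called without the CTL pool of rats 5, 6 and 7 and the COMB pool of rats 2 and 3. The median was 0.77 without the CTL pool of rats 1, 3 and 4. The COMB pools differed, and in the mean of these markers, relative to the mean of each gene over the 12 arrays, that of rats 2 and 3 was at −0.19, inside the range of the CTL pools (−1.02 to 0.92), and the others at 1.93 and 1.73. Cd3e, part of the T cell receptor complex, was at 2.06 (adjusted p = 0.0305) and was not called without the CTL pools of rats 1, 3 and 4 (adjusted p = 0.126) and of rats 8, 9 and 10 (0.0552) or the COMB pools of rats 10 and 11 (0.108) and of rats 12, 13 and 14 (0.0902). Of 10 B cell markers, limma called 0 (0 and 0 when adjusted over the list alone; median 0.47, camera adjusted p = 0.181), and 5 were higher without the COMB pool of rats 2 and 3 and 2 without the CTL pool of rats 8, 9 and 10.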

Second, the KEGG pathway analysis showed those genes are mostly clustered in categories involved in inflammatory responses, such as the TLR signaling pathway, antigen processing and presentation, B cell receptor signaling pathway, and cell adhesion molecules (Figure 4B). Furthermore, to quantify the degree of altered genes in the TLR signaling pathway, we standardized and color-coded the gene expression values relative to their mean values. As shown in Figure 4C, each row represents an individual gene, with green representing values less than the mean and red representing values greater than the mean. Quantitative data showed that the expression of genes in the COMB group of the TLR signaling pathway were significantly higher than in the other two ALI groups.

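Ccl5, a chemokine for T cells, was higher in COMB than in LPS by a log2 fold change of 3.76 (standard error 0.63, adjusted p = 0.00345), Ccl4, a chemokine of macrophages and NK cells, by 2.43 (adjusted p = 0.00304), and Tlr2, the receptor for bacterial lipoproteins, by 1.08 (adjusted p = 0.00285). The cytokine Il1b had 1.97 against LPS (adjusted p = 0.0829) and did not pass. Against HPO, Il1b rose by 4.99 (standard error 0.681, adjusted p = 6.79e-04), Ccl4 by 3.61 (adjusted p = 2.23e-04) and Tlr2 by 2.30 (adjusted p = 2.26e-05). Tlr8, a receptor for single-stranded RNA, went the other way, at -0.77 (adjusted p = 0.0119) against LPS and -1.28 (adjusted p = 5.11e-04) against HPO. Its adjusted p against LPS was 0.0565 without the LPS pool of rats 2, 3 and 6.
Of the 14 genes of the heatmap of Fig. 4C, 5 rose and 1 fell in COMB against LPS (9 and 1 when adjusted over the list alone), and 11 rose and 1 fell against HPO (13 and 1). The study chose this list on these samples, so it is not independent evidence of a direction. Its median was 1.55 against LPS (camera adjusted p = 2.03e-04) and 2.39 against HPO (1.3e-07), with an adjusted p = 0.443 for both with an estimated correlation. Of 36 receptors and signal transducers of the TLR pathway, 6 rose and 1 fell against LPS (6 and 1 when adjusted over the list alone), with a median of 0.17 (camera adjusted p = 0.0135, and adjusted p = 0.474 with an estimated correlation). Without the COMB pool of rats 12, 13 and 14, this median was 0.14 and did not pass (0.0655). Against HPO, 11 rose and 1 fell (13 and 2 when adjusted over the list alone; median 0.16, 0.00129 and 0.443). Markers of airway epithelium moved in the same comparison, with 19 of 22 higher in COMB than in LPS (20 when adjusted over the list alone; median 1.56, camera adjusted p = 4.88e-13, and adjusted p = 0.443 with an estimated correlation), and so did those of T and NK cells, with 11 of 26 higher (21 when adjusted over the list alone; median 2.00, 1.47e-07 and 0.487). Of 15 neutrophil markers, 4 were higher and 0 lower (5 and 0 when adjusted over the list alone; median 1.16, 0.00381 and 0.474). Of 19 markers of alveolar macrophages, 2 were higher and 7 lower (4 and 10 when adjusted over the list alone; median −0.27, 0.0174 and 0.443). Of the genes of Fig. 4C, 7 were higher than in HPO without the HPO pool of rats 2, 4 and 11 or that of rats 3, 5 and 12, and 6 without the COMB pool of rats 10 and 11 or that of rats 12, 13 and 14. Of the receptors and signal transducers, 3, 2 and 3 were higher than in LPS without the LPS pools of rats 2, 3 and 6 and of rats 8, 9 and 10 and the COMB pool of rats 12, 13 and 14. Of the markers of T and NK cells, 4, 7 and 3 were higher without the LPS pools of rats 2, 3 and 6, of rats 5, 7 and 11, and of rats 8, 9 and 10, and 22, 3 and 5 without the COMB pools of rats 2 and 3, of rats 10 and 11, and of rats 12, 13 and 14.

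**Figure D1:**
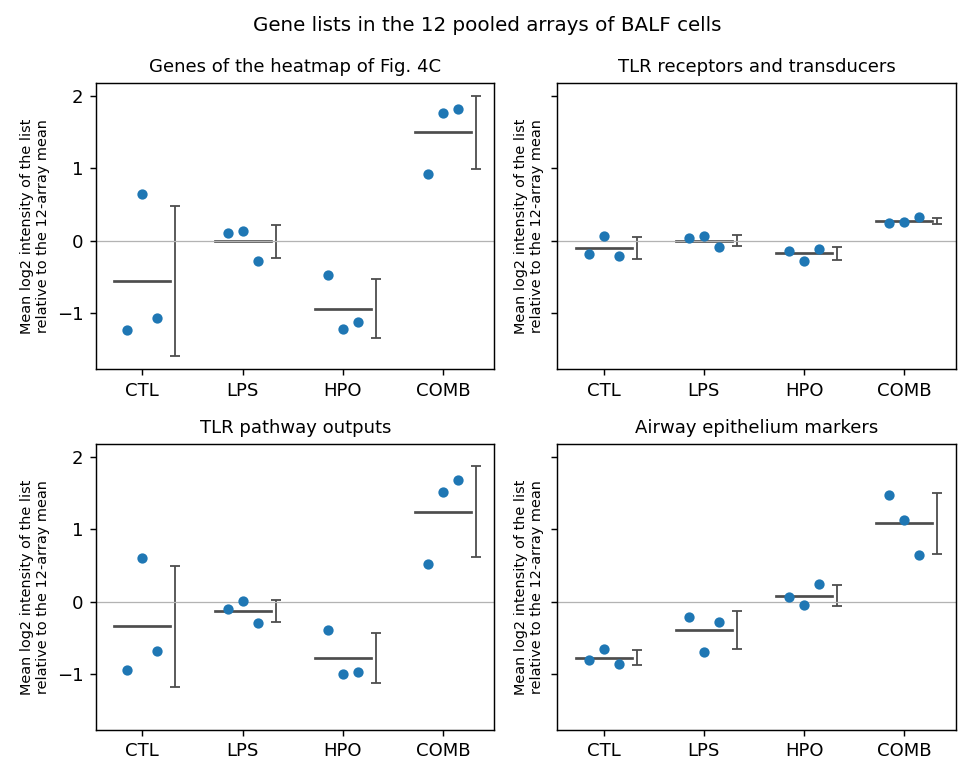
Mean log2 intensity of 4 gene lists in each of the 12 arrays, relative to the mean of each gene over the 12 arrays. Points are pools, horizontal lines are group means and bars are the SD of the 3 pools. The COMB pools lie between 0.92 and 1.82 for the genes of Fig. 4C, and the CTL pools between −1.23 and 0.64.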

**Figure 4:**
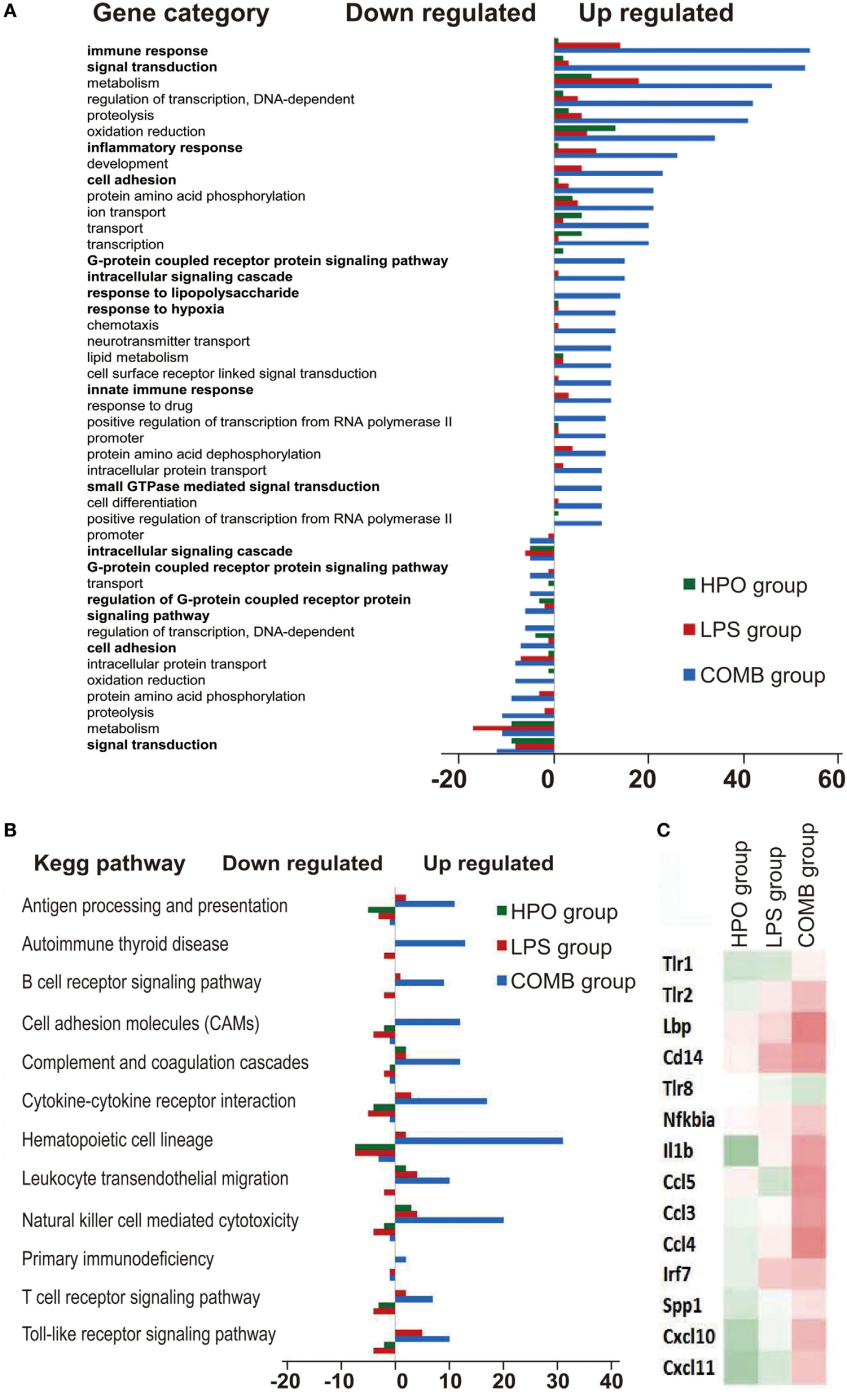
Gene ontology (GO) consortium and pathway analysis of differentially expressed genes. We used GO cluster analysis to classify the differentially expressed genes in the COMB group **(A)**. Meanwhile, we also used KEGG signal pathway classification analysis to find the mainly changed signal pathways **(B)**. The gene expression values in the TLR signal pathways were standardized and color-coded relative to the mean, and each row represents an individual gene (green, values less than the mean; red, values greater than the mean) **(C)**.

### Hypoxia Facilitated Expression of Inflammatory Cytokines *via* the TLR4 Signaling Pathway

Our GO Consortium and Pathway Analysis data suggest that the TLR4 signaling pathway drastically changed across all ALI groups. 

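Against CTL, Tlr2 rose in COMB by a log2 fold change of 1.67 (standard error 0.174, adjusted p = 8.84e-05), Ccl4 by 3.01 (adjusted p = 3.81e-04) and Ccl5 by 2.69 (adjusted p = 0.0109), while Tlr8 had -1.27 (adjusted p = 3.76e-04). Cxcl10 and Cxcl11, chemokines that interferon induces, had log2 fold changes of 2.86 (adjusted p = 0.11) and 3.47 (adjusted p = 0.0786) and did not pass. Without the CTL pool of rats 5, 6 and 7, in which Cxcl11 had an intensity of 1000 against 15.4 and 19.2 in the other CTL pools, both passed, at 4.42 and 5.39, and Cxcl10 also passed without the COMB pool of rats 2 and 3 (3.89, adjusted p = 0.0316). Tlr1, a partner of Tlr2, had 0.81 (adjusted p = 0.347) and Spp1, osteopontin, 0.75 (adjusted p = 0.47). Tlr1 passed without the CTL pool of rats 5, 6 and 7, at 1.67, with the other CTL pools at 8.1 and 8.5, under the 20th percentile of their arrays (10.6 and 10.8), so the size of this change rests on background signal. Irf7, the transcription factor of the interferon response, was called at 2.25 (adjusted p = 0.0313). It was not called without the CTL pools of rats 1, 3 and 4 (adjusted p = 0.13) and of rats 8, 9 and 10 (0.128) or the COMB pools of rats 10 and 11 (0.0565) and of rats 12, 13 and 14 (0.0941).
Of the 14 genes of Fig. 4C, chosen by the study on these samples and so not independent evidence, 9 rose and 1 fell in COMB (11 and 1 when adjusted over the list alone), 1 rose in LPS (4 and 1) and limma called 0 in HPO (0 and 1). The gene that rose in LPS was Cd14, and without the CTL pool of rats 5, 6 and 7 it was joined by Irf7 at 3.01 (adjusted p = 0.0026), Il1b at 2.35 (0.00172) and Tlr2 at 0.82 (0.0152), which makes 4. The median was 2.55 in COMB (camera adjusted p = 6.37e-06, and adjusted p = 0.443 with an estimated correlation), 0.58 in LPS (0.0104 and 0.527) and −0.47 in HPO (0.181 and 0.723). The shift in LPS did not pass without the CTL pool of rats 8, 9 and 10 (0.31, adjusted p = 0.0549) or that of rats 1, 3 and 4 (0.36, adjusted p = 0.113). In HPO the median was 0.24 without the CTL pool of rats 5, 6 and 7, and it was below 0 and passed without the CTL pool of rats 8, 9 and 10 (−0.70, adjusted p = 0.0113), that of rats 1, 3 and 4 (−0.69, 0.00771) or the HPO pool of rats 7, 8 and 9 (−0.63, 0.0473).
Of the 36 receptors and signal transducers, 10 rose and 1 fell in COMB (13 and 1 when adjusted over the list alone; median 0.17, camera adjusted p = 0.0076, and adjusted p = 0.443 with an estimated correlation). Without the CTL pool of rats 1, 3 and 4, 6 rose. In LPS, 1 rose (4 when adjusted over the list alone, and 4 without the CTL pool of rats 5, 6 and 7; median −0.03, camera adjusted p = 0.291), and in HPO limma called 0 (0 when adjusted over the list alone; median −0.03, camera adjusted p = 0.374). Markers of airway epithelium were called in 6 of 22 genes in LPS, each higher (10 higher and 2 lower when adjusted over the list alone; median 0.59, camera adjusted p = 3.53e-05, and adjusted p = 0.443 with an estimated correlation). The 6 became 2 and 1 without the CTL pools of rats 1, 3 and 4 and of rats 8, 9 and 10, and 0, 3 and 0 without the LPS pools of rats 2, 3 and 6, of rats 5, 7 and 11, and of rats 8, 9 and 10.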

To further validate this finding, we tested the regulatory role of TLR4 in response to stimulation by LPS and/or hypoxia in NR8383 cells, an *in vitro* system. First, the RT-qPCR assay showed that the TLR4 mRNA level was significantly increased in all ALI groups of rats, which is in line with the microarray results (Figure 5A). 

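Tlr4, the receptor for LPS, had a mean intensity of 422 ± 18.2 in CTL (SD, n = 3 pools), 524 ± 38.1 in LPS, 351 ± 41.8 in HPO and 526 ± 60.3 in COMB. Every LPS pool and every COMB pool lay above every CTL pool, and every HPO pool lay below (2-sided exact permutation test, p = 0.1 for each group against CTL, the smallest p that 3 pools against 3 allow). In limma, the log2 fold change against CTL was 0.31 in COMB (standard error 0.114, 95% interval 0.063 to 0.561, adjusted p = 0.0787), 0.31 in LPS (adjusted p = 0.213) and -0.27 in HPO (95% interval −0.52 to −0.0216, adjusted p = 0.468). None of these passed the threshold. Between COMB and LPS the log2 fold change was −3.3e-04 (95% interval −0.249 to 0.249, adjusted p = 0.999). COMB was higher than HPO by 0.58 (adjusted p = 0.00534). Relative to the beta-actin control probe set of each array, Tlr4 was higher in COMB than in CTL by 0.57 (adjusted p = 0.00558, against 0.06 to 0.246 under the other settings).

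**Figure D2:**
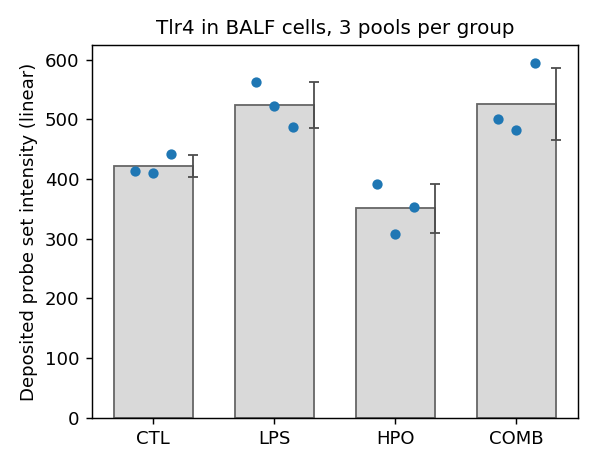
Intensity of the Tlr4 probe set on a linear scale in CTL, LPS, HPO and COMB. Bars are group means, error bars the SD and points the 3 pools of each group. The group means are 422, 524, 351 and 526.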

Second, to evaluate the role and possible crosstalk of hypoxia and LPS in the regulation of transactivation of TLR4, we evaluated the promoter activities of TLR4 after different stimulations in reporter assays. The results showed that the promoter activities of the TLR4 gene were significantly increased in all groups. Importantly, the promoter activity of TLR4 in the COMB group was higher than LPS or hypoxia alone, showing a synergistic effect (Figure 5B). Third, to clarify the role of the TLR4 signaling pathway in the pathogenesis of ALI, we examined the inhibitory effect of TAK-242 on the production of an inflammatory cytokine *in vitro* as previously described (40). The cultured NR8383 cells were pretreated with TAK-242 (100 or 500 µM) for 24 h (41), then washed with PBS. The cells in LPS group were then stimulated with LPS (0.5 µg/ml), whereas cells in the HPO group were stimulated with 5% O_2_; cells in COMB group suffered both stimuli. TAK-242 significantly inhibited TLR4 mRNA and protein expression in the LPS and COMB group (Figure 5C). TAK-242 also inhibited the expression of inflammatory cytokines, TNF-α, IL-1β, and IL-6 (Figure 5E), as well as their transcription levels (Figure 5D). The *in vitro* results indicate to us that TLR4 blockade by TAK-242 could effectively suppress inflammatory responses induced by LPS or hypoxia combined LPS, but the impact of hypoxia alone is not obvious. Importantly, the above findings, together with our GO Consortium and Pathway Analysis data, suggest that the macrophageal TLR4 signaling pathway plays an important role in alveolar inflammation as a link between hypoxia and inflammation.

**Figure 5:**
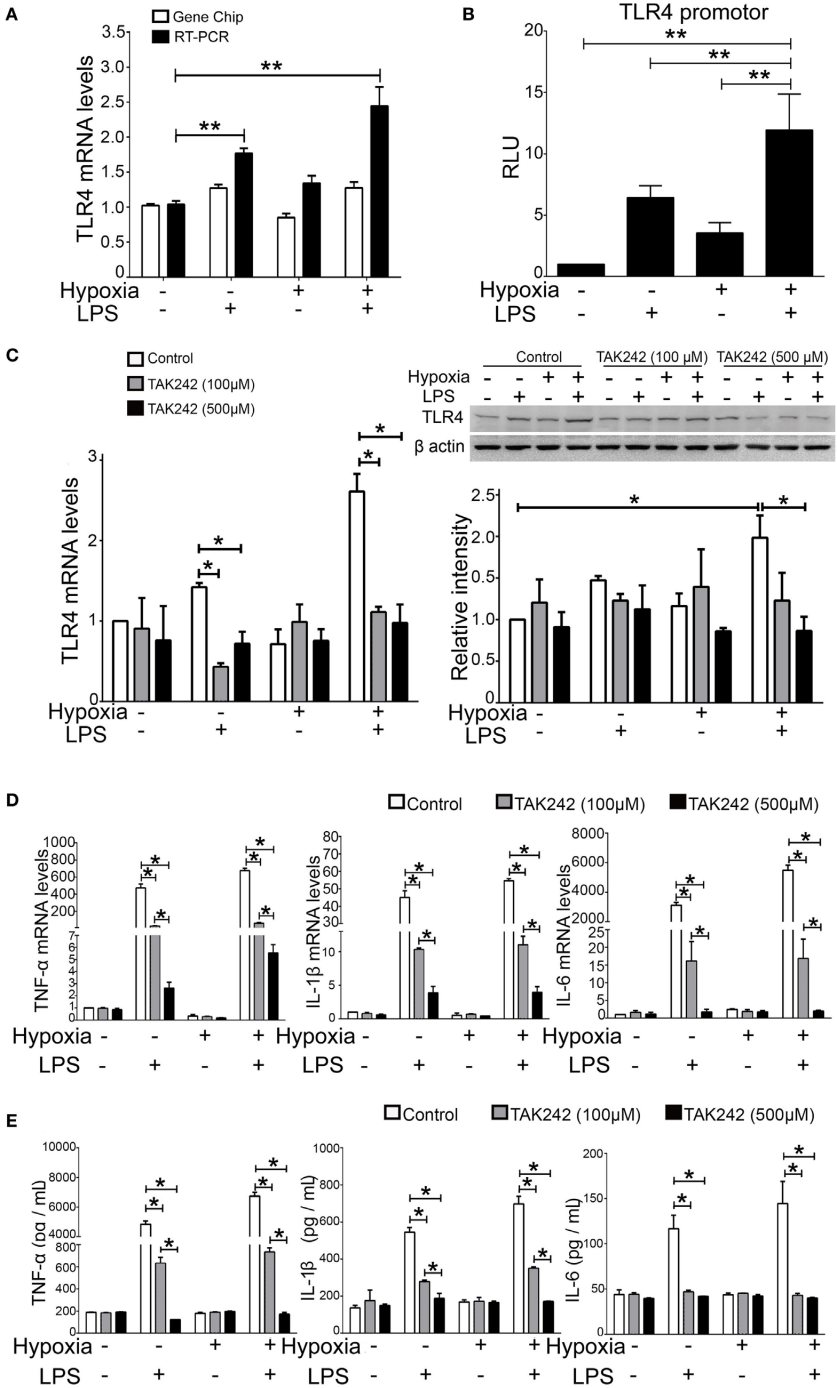
Toll-like receptor 4 (TLR4) signal pathway play an important role in the production of inflammatory cytokines. The microarray result of TLR4 expression pattern was validated by real-time quantitative PCR (RT-qPCR) **(A)**. The promoter activity of the TLR4 gene was detected by reporter assays in NR8383 cells **(B)**. The inhibitory effect of TAK-242 on the TLR4 mRNA and protein expression was detected by RT-qPCR and Western Blot in NR8383 cells **(C)**. The transcription levels of inflammatory cytokines, such as tumor necrosis factor alpha (TNF-α), interleukin-1 beta (IL-1β), and interleukin-6 (IL-6), were detected by RT-qPCR in NR8383 cells **(D)**; and their production levels in the culture medium were detected by enzyme-linked immune sorbent assay **(E)**. Data are presented as mean ± SD of three independent experimental repeats. *p < 0.05 and **p < 0.01 between groups.

### HIF-1α Regulated Inflammatory Response of Cytokines *via* TLR4 Activity

To evaluate HIF-1α as a therapeutic target of ALI and to test the treatment effects of HIF-1α augmentations against both inflammation and hypoxia in ALI, we used four HIF-1α related manipulatory approaches to treat cultured NR8383 cells: (i) the HIF-1α inhibitor PX-478; (ii) a HIF-1α-specific siRNA; (iii) the HIF-1α agonist DMOG; and (iv) a HIF-1α overexpression plasmid. Expression and transcription levels of HIF-1α and the inflammatory cytokine TNF-α were measured after manipulation of HIF-1α. First, it was shown that in cultured NR8383 cells treated with 50 µM PX478 for 20 h (38), the protein levels of HIF-1α were significantly decreased compared to controls (Figure 6A). Similarly, treatment of HIF-1α-specific siRNA for 48 h significantly reduced the protein levels of HIF-1α (Figure 6C). Furthermore, treatment of 1 mM DMOG for 8 h significantly increased the protein level of HIF-1α in NR8383 cells (42) (Figure 6B). Similarly, treatment of HIF-1α-overexpression plasmid for 48 h significantly increased the protein levels of HIF-1α (Figure 6D). RT-qPCR and ELISA were used to detect the mRNA or protein levels of TNF-α in the cells and culture media, correspondingly. The production of inflammatory cytokine (TNF-α) was significantly increased after we inhibited the expression of HIF-1α (Figures 7A,C). On the contrary, increasing the levels of HIF-1α significantly decreased the protein and mRNA levels of TNF-α (Figures 7B,D). To further study the mechanisms of the above HIF-1α effects on cytokine expression and the potential role of TLR4, we then measured the promoter activities of the TLR4 gene using the same aforementioned treatments and paradigms. The reporter assay showed that HIF-1α inhibition increased the promoter activities of the TLR4 gene (Figure 8B), which accompanied a subsequent upregulation of TLR4 mRNA and protein expression (Figure 8A). By contrast, augmentation of HIF-1α suppressed the promoter activities of the TLR4 gene (Figure 8B) and downregulated both TLR4 gene and protein expression (Figure 8A). Together, our data indicate that targeting HIF-1α can effectively manipulate the expression of inflammatory cytokines, *via* altering the promoter activities of the TLR4 gene.

**Figure 6:**
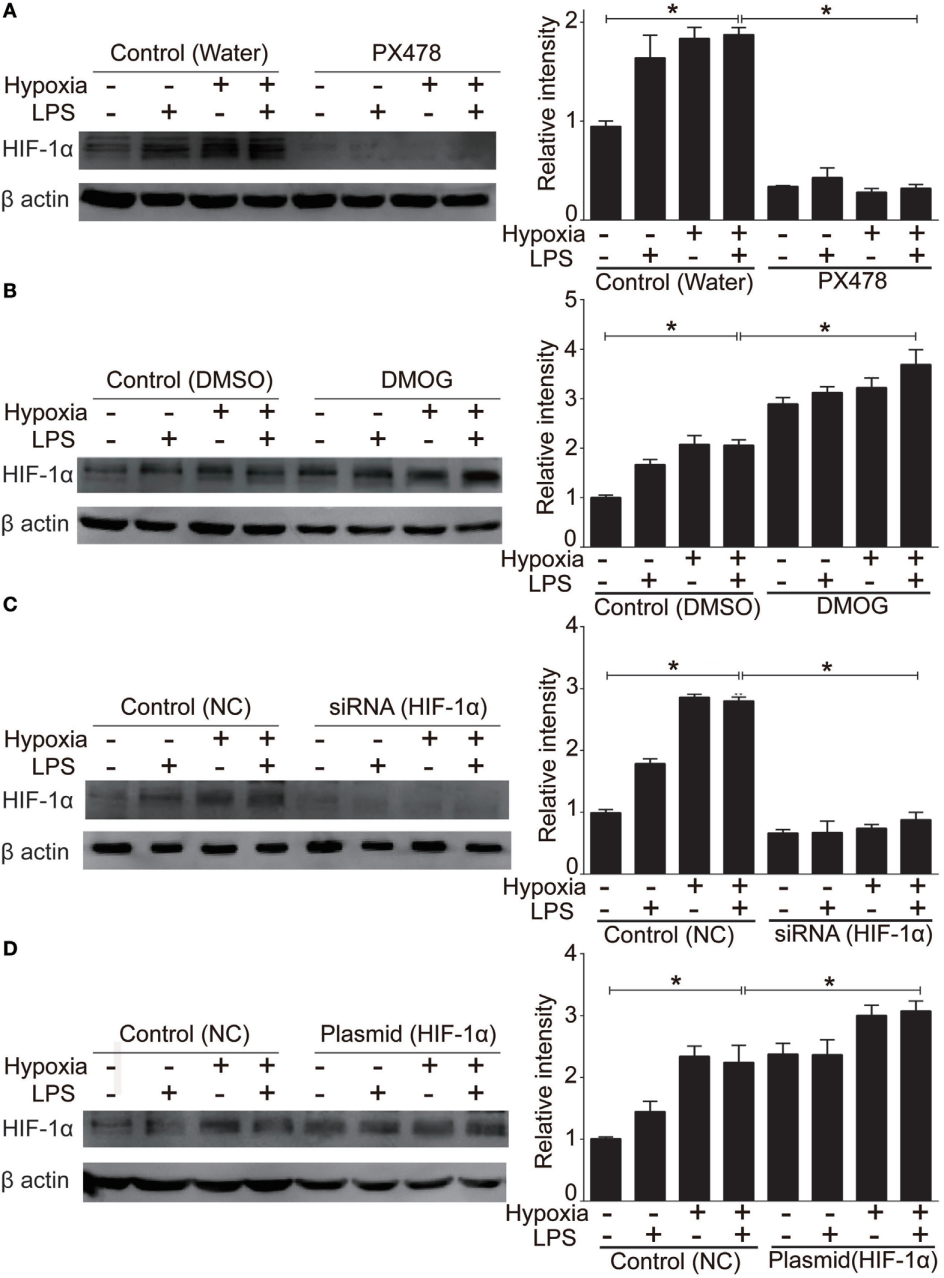
Manipulation of the protein level of hypoxia-inducible factor 1 alpha (HIF-1α) in NR8383. We used 50 µM PX478 treatment for 20 h **(A)** or transfection of a small interfering RNA (siRNA) specific for HIF-1α for 48 h **(C)** to downregulate the HIF-1α protein level in NR8383 cells. We used 1 mM DMOG treatment for 8 h **(B)** or transfection of a plasmid specific for HIF-1α for 48 h **(D)** to upregulate the HIF-1α protein level in NR8383 cells. Data are presented as mean ± SD of three independent experimental repeats. *p < 0.05 between groups.

**Figure 7:**
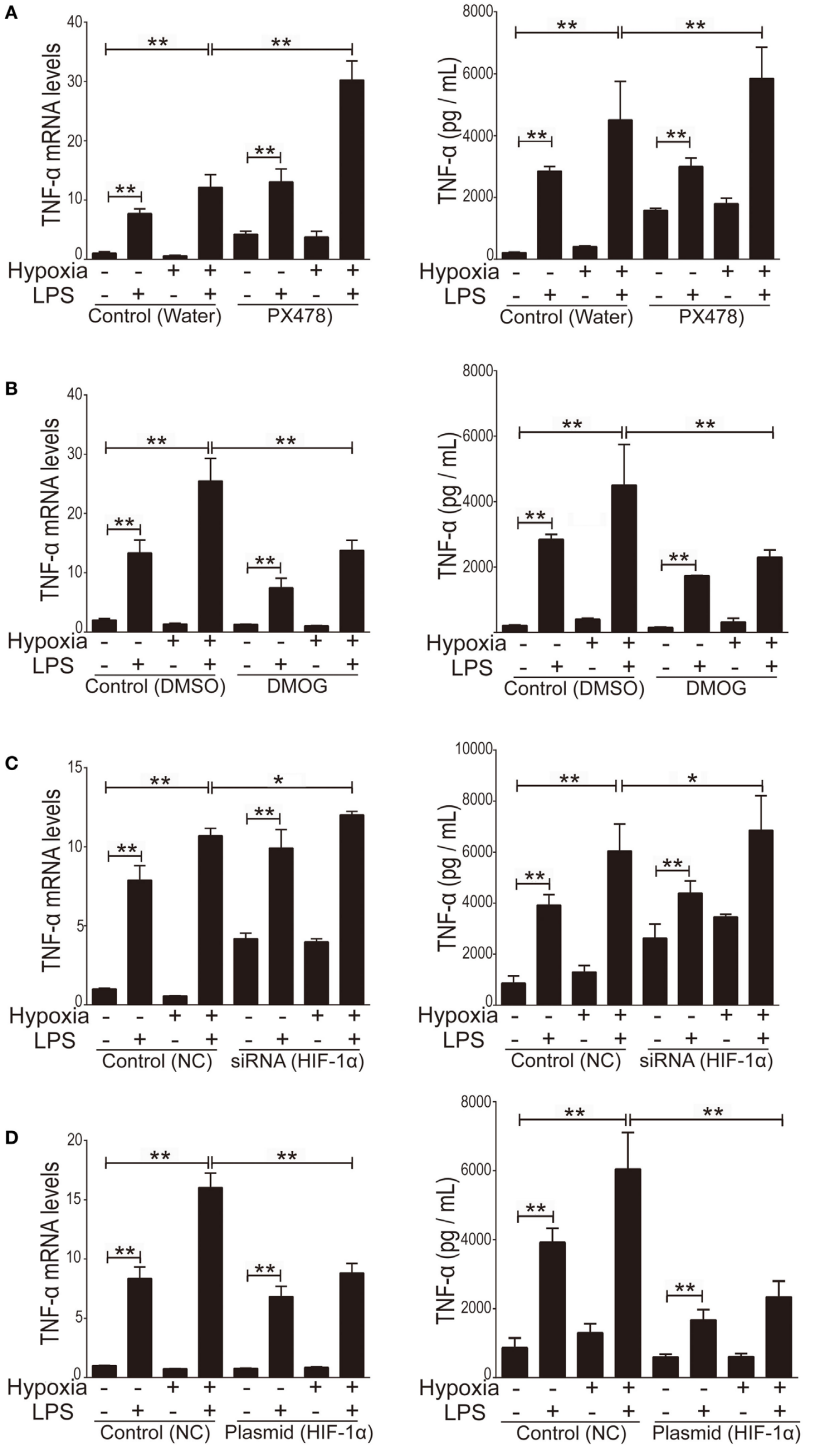
The effect of manipulation of hypoxia-inducible factor 1 alpha (HIF-1α) on the production of inflammatory cytokine tumor necrosis factor alpha (TNF-α). We used 50 µM PX478 treatment for 20 h **(A)** or transfection of a small interfering RNA (siRNA) specific for HIF-1α for 48 h **(C)** to downregulate the HIF-1α protein level in NR8383 cells. We used 1 mM DMOG treatment for 8 h **(B)** or transfection of a plasmid specific for HIF-1α for 48 h **(D)** to upregulate the HIF-1α protein level in NR8383 cells. Then we detected TNF-α levels in the culture media by using enzyme-linked immune sorbent assay and its mRNA expression in NR8383 cells by using real-time quantitative PCR. Data are presented as mean ± SD of three independent experimental repeats. **p < 0.01 between groups.

**Figure 8:**
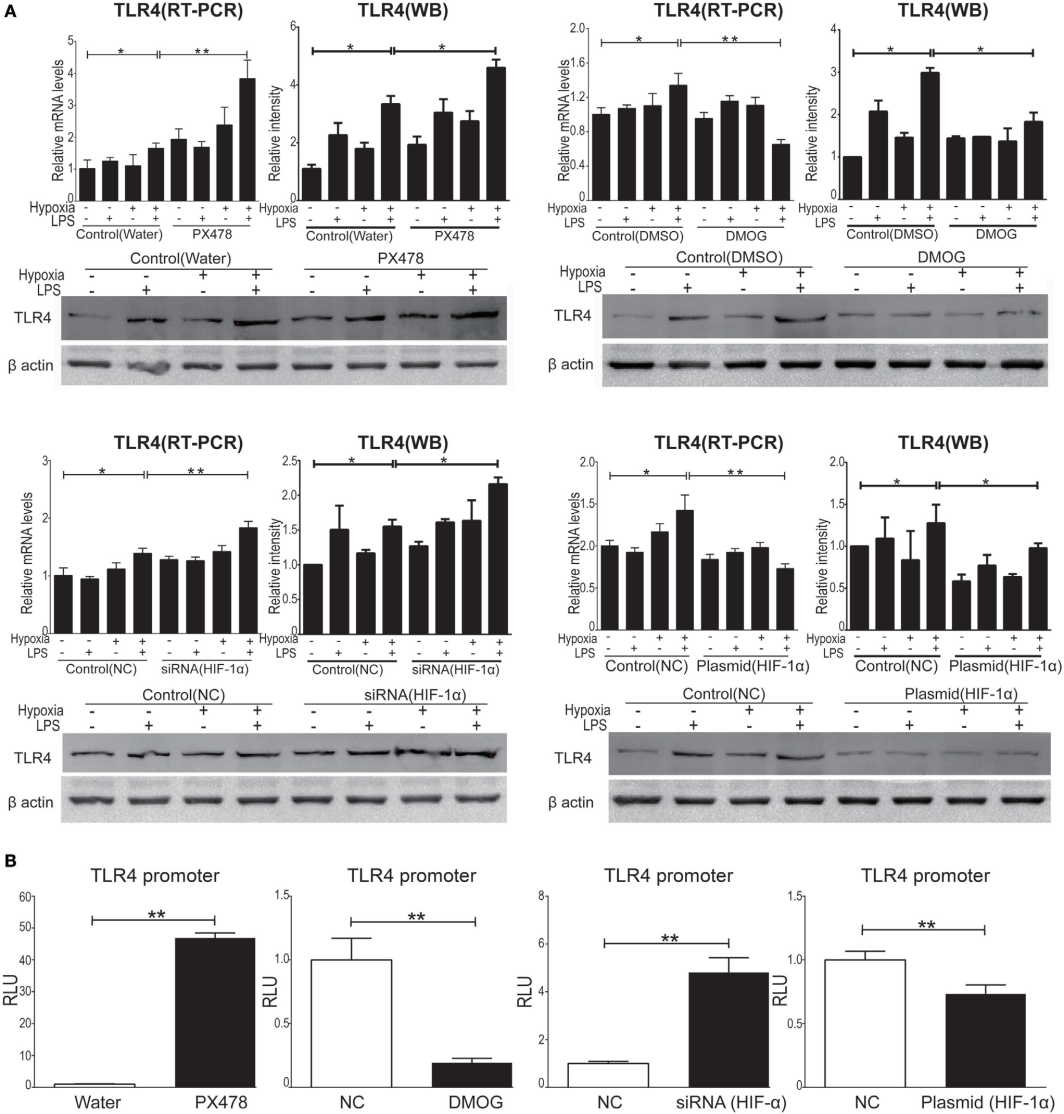
Hypoxia-inducible factor 1 alpha (HIF-1α) manipulation regulated the expression of toll-like receptor 4 (TLR4) in NR8383. We manipulated HIF-1α by using PX478 or small interfering RNA targeting HIF-1α transfection to downregulated HIF-1α protein level and by using DMOG or a plasmid specific for HIF-1α transfection to upregulate HIF-1α protein level in NR8383 cells. TLR4 mRNA and protein levels were detected by qPCR and Western Blot **(A)**. TLR4 promoter activity was detected by reporter assay **(B)**. Data are presented as mean ± SD of three independent experimental repeats. *p < 0.05 and **p < 0.01 between groups.

### Preconditioning of HIF-1α Augmentation Decreased Inflammation

To evaluate the *in vivo* effect of HIF-1α in ALI, we augmented HIF-1α with pretreatment with DMOG (50 mg/kg, single i.p.) in rats 8 h before being subjected to the ALI model COMB stimulation; subsequently, pathological evaluation and cytokine expression were evaluated. Histological H&E staining showed that the number of inflammatory cells in the alveolar cavity and level of septum engorgement of DMOG-pretreated ALI rats were significantly lower than those with only vehicle pretreatment (Figure 9A). Also, the W/D ratio in lung tissue of the DMOG pretreated group was significantly decreased compared to the vehicle pretreated ALI group (*n* = 10 per group, *p* < 0.05) (Figure 9B). Furthermore, the arterial oxygen saturation of the DMOG pretreated group was significantly higher than the vehicle pretreated ALI group (*n* = 10 per group, *p* < 0.05) (Figure 9C). Finally, the plasma levels of inflammatory cytokines TNF-α, IL-1β, and IL-6 were significantly lower than those in the vehicle-pretreated group (*n* = 10 per group) (Figures 9D–F). Together, we see that the preconditioning of HIF-1α by augmentation with DMOG decreased inflammatory impairment in ALI rats.

**Figure 9:**
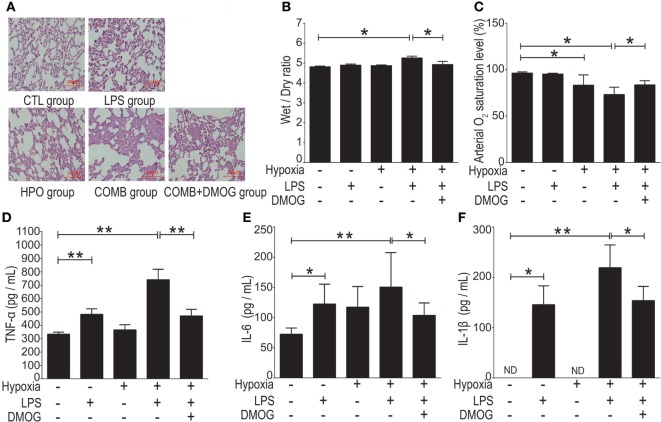
Preconditioning of hypoxia-inducible factor 1 alpha (HIF-1α) alleviated acute lung injury (ALI) induced by combined lipopolysaccharides (LPS)/hypoxia stimuli in rats. We gave an i.p. injection DMOG (50 mg/kg, body weight) to rats 8 h before subjected to the ALI model of COMB stimulation. Hematoxylin and eosin (H&E) staining showed the number of inflammatory cells in the alveolar cavity and the degree of the alveolar septum engorgement (H&E, ×100) **(A)**. The Wet-to-Dry ratio of rat lungs was detected 6 h after rats’ exposure to different stimulation in the four groups (*n* = 10) **(B)**. The arterial oxygen saturation of the rats was detected by blood gas analyzer (*n* = 10) **(C)**. The inflammatory cytokine levels of tumor necrosis factor alpha (TNF-α), interleukin-1 beta (IL-1β), and interleukin-6 (IL-6) in the plasma of rats were detected by enzyme-linked immune sorbent assay (*n* = 10) **(D–F)**. Data are presented as mean ± SD. *p < 0.05 and **p < 0.01 between two groups.

## Discussion

Sepsis is one of the most common causes of ALI, with LPS being the most important biological mediator as they induce the secretion of inflammatory cytokines, such as TNF-α, IL-1β, and IL-6 in response to bacterial toxins. In clinic settings, hypoxia commonly coexists with sepsis, therefore, the understanding of the interaction between hypoxia and inflammation in ALI is of great importance for the treatment of ALI. To evaluate their possible crosstalk and its effect on ALI, we established a new ALI rat model and tested the *in vivo* and *in vitro* modulatory effects of hypoxia on inflammatory responses. Here, we demonstrated: (i) LPS upregulated inflammatory genes in the BALF cells could be further aggravated by hypoxia; (ii) hypoxia-induced exacerbation of alveolar macrophageal inflammation was mediated by TLR4; conversely, this could be suppressed by TLR4 antagonist TAK-242, suggesting TLR4 as a central link between inflammation and hypoxia in ALI; (iii) manipulation of HIF-1α altered the development of ALI, *via* suppressing the promoter activity of *TLR4 gene*; and importantly, and (iv) the preconditioning augmentation of HIF-1α by HIF hydroxylase inhibitor DMOG protected against both inflammatory and hypoxic processes in ALI.

### Hypoxia Affects the Development of ALI

The effect of hypoxia on ALI is unclear with debatable findings from limited studies. For instance, Agorreta et al. used LPS (0.1 mg/kg, single i.p.) combined with normobaric hypoxia (9% O_2_) exposure in rats to mimick the pathophysiological changes of acute phase of ALI (43). However, in their study, hypoxia exposure of rats was conducted by placing animals in an experimental chamber (with low oxygen gas flow), which would inevitably raise a concern that rats might re-oxygenated upon sacrifice and sampling after finishing their hypoxia exposure. Indeed, hypoxia-re-oxygenation *per se* can cause reactive oxygen spices production and contribute to additional lung injury (44, 45). Therefore, we conducted the entire rat ALI experiments as well as sample collections in a large-scale hypobaric hypoxia chamber (46), which mimics oxygen levels at a high altitude of 5,000 m (about 11% O_2_) to avoid hypoxia-re-oxygenation effects. Taking advantage of a large-scale hypobaric hypoxia chamber, we confirmed the findings from Agorreta et al. (43) and further concluded that even a low-dose (0.5 mg/kg) LPS (versus a conventional dose range of 5–45 mg/kg) was sufficient to cause ALI in rats when combined with hypoxic exposure (Figure 1), whereas such a low-dose LPS or hypoxia alone was not. 

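Genes that LPS alone raised did not move together when hypoxia was added. Ccl20 rose further from LPS to COMB, by a log2 fold change of 2.79 (standard error 0.133, adjusted p = 2.3e-06), Lcn2 by 2.17 (adjusted p = 8.92e-04), C3 by 2.26 (adjusted p = 0.00246) and the haptoglobin gene Hp by 1.3 (adjusted p = 0.00622). Hspa5, a chaperone of the endoplasmic reticulum, was raised by LPS alone, at 1.45 (adjusted p = 6.51e-05), and was lower in COMB than in LPS, at -0.73 (adjusted p = 0.00169). Of the 30 cytokines and chemokines, 12 were higher in COMB than in LPS and 0 were lower (19 and 1 when adjusted over the list alone; median 1.11, camera adjusted p = 6.24e-07, and adjusted p = 0.443 with an estimated correlation). In LPS against CTL, 3 of them rose, also when adjusted over the list alone (median 0.11, 0.00577 and 0.604). Only 1 rose without the CTL pool of rats 1, 3 and 4, that of rats 8, 9 and 10 or any of the LPS pools. Cxcl1 and Il1a then did not pass. In HPO against CTL, limma called 0 of the 30, and their median was −0.14 (camera adjusted p = 0.00336, and adjusted p = 0.586 with an estimated correlation). By camera at its preset correlation, marker lists moved from LPS to COMB as well, up for airway epithelium, T and NK cells and neutrophils and down for alveolar macrophages. None of these passed with an estimated correlation (adjusted p = 0.443, 0.487, 0.474 and 0.443 in the same order).
Of the 223 probe sets called higher in LPS against CTL, 61 were called higher in COMB than in LPS and 49 were called lower, with a median log2 fold change of 0.05 from LPS to COMB. Both comparisons use the LPS pools. When unchanged COMB groups were simulated, 0 probe sets were called either way in 100 runs, and 32.9% on average (at most 80.3%) had a positive sign, against the 116 (52%) observed. Of the 2270 probe sets called higher in COMB against CTL, 1263 were higher in COMB than in LPS and 3 were lower. This choice uses the COMB pools that it then compares, and the same simulation gave 0.02 higher on average (at most 1) and positive signs in 66.2% on average (at most 94.9%), against 97.3% observed. Of the 302 called lower in LPS against CTL, 30 were higher in COMB than in LPS and 29 lower. The number of 61 among 223 was 12 among 47 without the CTL pool of rats 8, 9 and 10. It was 20 among 64 without that of rats 1, 3 and 4. It was 17 among 72, 32 among 100 and 18 among 80 without the LPS pools of rats 2, 3 and 6, of rats 5, 7 and 11, and of rats 8, 9 and 10. Without the COMB pool of rats 2 and 3 it was 101 among 338. The number called lower, 49 with all pools, was 13, 17, 18, 23, 20 and 64 in the same order.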

The gene expression profiles of BALF cells showed that hypoxia exacerbated LPS-inducible inflammatory changes (Figures 3 and 4). Our findings for the first time reveal that the synergistic effects of hypoxia with inflammation on ALI mostly affect inflammatory and immune responses and contribute to impairment of the alveolar-capillary membrane integrity in ALI. With this in mind, the oxygenation and ventilation treatment need to be emphasized in clinic settings, like acute respiratory distress syndrome (ARDS) that is characterized by acute bilateral inflammatory pulmonary infiltrates and severe hypoxia (47).

### HAPE and ALI

Though it is out of the scope of this study, the effect of hypoxia on ALI is also of importance regarding the role of HAPE in the etiology of ALI. According to the classical pathophysiological theory of HAPE, acute hypoxia causes contraction of pulmonary vessels that results in a redistribution of pulmonary blood pouring into less constricted vessels (namely, this leads to a “stress failure”) and physically breakdown of the alveolar-capillary barrier (48, 49). In the latest revised criteria of ARDS, left atrial hypertension causing hydrostatic pulmonary edema was removed, due to the distinction that inflammatory lung disease and elevated left atrial pressures are not mutually exclusive (50). Of note, in the present study, we did not observe significant mPAP change (Figure 1D) in all three ALI rat groups compared to controls, though they had significant pulmonary inflammatory infiltration (Figure 1) and cytokine changes (Figure 2). The hemodynamic findings from our combined hypoxia/LPS model of ALI suggest that inflammation—rather than pulmonary hypertension—is crucial as a central link of ALI pathophysiology. In addition, our findings support the inflammatory mechanism for the development of HAPE. Indeed, it has rarely been successful to establish a stable rodent model of HAPE by hypoxia exposure *per se*. Since risk factors including inflammation and hypoxia are found in most HAPE patients (15, 16), the synergistic effect of inflammation and hypoxia exposure may be critical in the development of HAPE (51–53). People with inflammatory conditions, for example, upper respiratory tract infection, should be advised to avoid high altitude exposure regarding the concern of HAPE. The potential protective HIF-1 manipulation (for details, see the following discussion) may be introduced for HAPE intervention.

### The TLR4 Pathway in ALI

Among the genes and related biological pathways that we tested, no such drastic changes in the TLR signaling pathway was found in the ALI rats induced by either LPS (Table 2) or hypoxia (Table 3) alone as it was induced by combined LPS and hypoxia (Table 4), suggesting that hypoxia and LPS have synergistic effects on the TLR signaling pathway and that TLR4 plays a crucial role in bridging the interaction between hypoxia and inflammation. 

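Synergy was tested as an interaction, the change from LPS to COMB minus the change from CTL to HPO on the log2 scale. Tnf, a main cytokine of macrophages, had an interaction of 2.28 (standard error 0.358, adjusted p = 0.0396) and Tlr2 of 1.72 (standard error 0.246, adjusted p = 0.0261). Ccl20, at 2.45 (adjusted p = 5.45e-04), the interleukin Il1a, at 3.05 (adjusted p = 0.0206), Csf3, a growth factor for neutrophils, at 2.38 (adjusted p = 0.0206), and Lap3, at -1.75 (adjusted p = 0.0411), were chosen after their values were seen. Ccl3, at 2.46 (adjusted p = 0.09), Ccl4, at 3.04 (adjusted p = 0.0629), Lbp, at 1.52 (adjusted p = 0.0938), Il1b, at 3.76 (adjusted p = 0.139), Nfkbia, at 0.66 (adjusted p = 0.51), Cd14, at 0.30 (adjusted p = 0.808), and Tlr4, at 0.27 (adjusted p = 0.54), did not pass. The other measured probe set of Tnf had a log2 fold change of 0.01 in COMB against CTL (adjusted p = 0.968). Ccl20 passed without any single pool. The LPS pools and the HPO pools of rats 7, 8 and 9 and of rats 2, 4 and 11 were each needed for the calls of Tlr2 (adjusted p = 0.0673 to 0.0953 without 1 of them), Tnf (0.064 to 0.125), Il1a (0.064 to 0.0848), Csf3 (0.0571 to 0.0829) and Lap3 (0.0714 to 0.125). So was the COMB pool of rats 10 and 11 for Tlr2 (0.0687), Tnf (0.0792), Il1a (0.0553) and Lap3 (0.0792), and the CTL pool of rats 8, 9 and 10 for Tnf (0.0956), Il1a (0.0759), Csf3 (0.0759) and Lap3 (0.0936). The CTL pool of rats 5, 6 and 7 was needed for Tnf (0.1), Csf3 (0.053) and Lap3 (0.0988), and that of rats 1, 3 and 4 for Lap3 (0.0677). In the fits that lost a call, the interaction was 1.647 to 1.75 for Tlr2, 2.035 to 2.446 for Tnf and 2.874 to 3.087 for Il1a. It was 2.256 to 2.45 for Csf3 and −1.862 to −1.602 for Lap3. Ccl3 (0.0133) and Ccl4 (0.00961) passed without the COMB pool of rats 2 and 3, Lbp (0.0225) without that of rats 12, 13 and 14, and Il1b (2.64, adjusted p = 0.0299) without the CTL pool of rats 5, 6 and 7.
For the 14 genes of Fig. 4C, a list chosen by the study on these samples and so not independent evidence, the median interaction was 2.26, and 1 gene was called higher (8 higher and 1 lower when adjusted over the list alone; camera adjusted p = 2.11e-06, and adjusted p = 0.443 with an estimated correlation). For the 36 receptors and signal transducers it was 0.18, with 1 gene higher (2 when adjusted over the list alone; 0.00193 and 0.443). For the 30 cytokines and chemokines it was 1.37, with 4 higher and 17 when adjusted over the list alone (1.19e-12 and 0.443). Some lists share genes, so their counts are not separate evidence. The 1 gene of Fig. 4C and the 1 receptor were both Tlr2. Tnf, 1 of the 4 cytokines, is also among the outputs of the TLR pathway. In HPO against CTL, limma called 0 of the 30, 3 were above 0 and the median was −0.14, a change that the interaction subtracts. This shift passed with camera (adjusted p = 0.00336) and not with an estimated correlation (adjusted p = 0.586). Markers of T and NK cells had a median interaction of 2.29 (limma called 0, and 12 were higher when adjusted over the list alone; 2.47e-10 and 0.443), and those of airway epithelium one of 0.77 (limma called 0, and 8 were higher when adjusted over the list alone; 3.82e-04 and 0.487). Neutrophil markers had one of 1.69 (limma called 0, and 5 were higher when adjusted over the list alone; 5.06e-05 and 0.443). Markers of alveolar macrophages had one of −0.26 (limma called 0, and 1 was higher and 3 lower when adjusted over the list alone; 0.0228 and 0.443), which did not pass without the COMB pool of rats 12, 13 and 14 (−0.23, adjusted p = 0.0943). Without the COMB pool of rats 2 and 3, limma called 4 genes of Fig. 4C, 3 receptors and 14 cytokines higher. It also called 14 markers of T and NK cells, 3 of neutrophils and 1 of alveolar macrophages higher. In the same fit, 1 gene of Fig. 4C, 1 receptor and 3 markers of alveolar macrophages were lower. Without the COMB pool of rats 12, 13 and 14, it called 2 genes of Fig. 4C, 2 receptors and 2 airway markers higher. There 1 marker of alveolar macrophages was lower. Without the COMB pool of rats 10 and 11, it called 0 genes of Fig. 4C, 0 receptors and 2 cytokines. Without any of the LPS pools or the HPO pools of rats 7, 8 and 9 and of rats 2, 4 and 11, it called 0 genes of Fig. 4C, 0 receptors, 1 cytokine and 0 markers of T and NK cells higher. It also called 1 cytokine without the CTL pool of rats 8, 9 and 10. It called 2 genes of Fig. 4C without that of rats 5, 6 and 7.
In limma, 35 probe sets had an interaction, 23 higher and 12 lower, and 3164 had an unadjusted p under 0.05. The higher share was 65.7%, against 47% after quantile normalization and 50.9% with each array centred on its median. When the LPS labels were shuffled within the normoxic and within the hypoxic arrays, 10 of 100 relabellings, the real one included, called at least as many. Those that swap labels in one oxygen condition alone carry the effect of LPS into the interaction, and in a simulation with additive means, chosen after the values were seen, 0 of 100 runs called any probe set. Array weights, highest for the HPO pool of rats 7, 8 and 9 (6.38) and the CTL pool of rats 8, 9 and 10 (4.12), gave 2116. A trended robust fit gave 114, quantile normalization 83, centred arrays 53 and a 2-fold change beside the adjusted p 23. The count was 2 without the HPO pool of rats 7, 8 and 9, 3 without that of rats 2, 4 and 11 and 62 without that of rats 3, 5 and 12. It was 6, 4 and 3 without the LPS pools of rats 2, 3 and 6, of rats 5, 7 and 11, and of rats 8, 9 and 10, and 9 and 6 without the CTL pools of rats 5, 6 and 7 and of rats 8, 9 and 10. Without the COMB pools of rats 2 and 3, of rats 10 and 11, and of rats 12, 13 and 14 it was 643, 14 and 222. The paper reasons that the TLR pathway changed more under both exposures (Table 4) than under LPS (Table 2) or hypoxia (Table 3). From this it proposes that both act in synergy on this pathway. It also proposes synergy from its RT-qPCR of selected genes and describes it for TLR4 promoter activity in NR8383 cells, neither of which was analysed here.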

TLR4 is a transmembrane protein which belongs to the pattern recognition receptor family and acts as the key node in the LPS-inducible inflammatory responses (54). Our microarray analysis data also indicated that hypoxia exacerbated LPS-induced inflammatory responses, particularly upregulating expression of genes downstream of TLR4 pathways. 

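Tnf was higher in COMB than in LPS by a log2 fold change of 1.80 (standard error 0.253, adjusted p = 0.00157), the macrophage chemokine Ccl3 by 2.11 (adjusted p = 0.00518) and the LPS-binding protein Lbp by 1.98 (adjusted p = 8.77e-04), while Cd14 had 0.70 (adjusted p = 0.104) and Nfkbia 0.86 (adjusted p = 0.0531). Nfkbia passed without the COMB pool of rats 2 and 3 (1.17, adjusted p = 0.00483). Il1b had 1.97 against LPS (adjusted p = 0.0829) and did not pass. Against CTL, Tnf was higher in COMB by 2.58 (adjusted p = 6.23e-05) and Il1b by 3.21 (adjusted p = 0.00641). In HPO alone, limma called none of the outputs of the TLR pathway. Among the feedback inhibitors that passed, Zc3h12a, which degrades cytokine mRNA, was higher in COMB than in LPS by 1.61 (adjusted p = 2.38e-04), the inhibitory receptor Sigirr by 1.26 (adjusted p = 0.00104) and the kinase-like inhibitor Irak3 by 0.96 (adjusted p = 0.00324).
Of 15 measured outputs of the TLR pathway, 4 rose in COMB against LPS and 0 fell (7 and 0 when adjusted over the list alone; median 1.40, camera adjusted p = 7.68e-04, and adjusted p = 0.487 with an estimated correlation), and 6 rose against CTL (7 when adjusted over the list alone; median 1.28, 2.96e-04 and 0.475). In LPS against CTL, limma called 0 of the 15 (0 when adjusted over the list alone; median 0.18, camera adjusted p = 0.181), and the shift passed without the CTL pool of rats 5, 6 and 7 (0.15, adjusted p = 4.16e-04), where Il1b was called as well. In HPO against CTL, it called 0 as well (0 when adjusted over the list alone), and the median of −0.35 passed (camera adjusted p = 0.0249, and adjusted p = 0.604 with an estimated correlation), though not without the CTL pool of rats 5, 6 and 7 (−0.05, adjusted p = 0.92) or the HPO pool of rats 3, 5 and 12 (−0.32, adjusted p = 0.286). The interaction had a median of 2.28, with 1 gene called (7 when adjusted over the list alone; 1.29e-06 and 0.443). Of 14 negative regulators of TLR signaling, 6 rose in COMB against LPS and 0 fell (10 and 0 when adjusted over the list alone; median 0.80, camera adjusted p = 1.47e-06, and adjusted p = 0.443 with an estimated correlation), 8 rose against CTL (9 when adjusted over the list alone; median 0.85, 8.59e-06 and 0.443), and their median interaction was 1.04 (1 higher, 10 when adjusted over the list alone; 8.13e-10 and 0.443). Without the COMB pool of rats 2 and 3, 7 outputs and 11 negative regulators were higher in COMB than in LPS, and 6 and 8 had a higher interaction. The 1 output called for its interaction, Tnf, was lost without the CTL pool of rats 8, 9 and 10 or any of the LPS pools. It was also lost without the COMB pool of rats 10 and 11. The HPO pools of rats 7, 8 and 9 and of rats 2, 4 and 11 were each needed for it as well. Without the CTL pool of rats 5, 6 and 7, Tnf was lost too (2.15, adjusted p = 0.1). There Il1b was called in its place (2.64, adjusted p = 0.0299). The 1 negative regulator was lost without either of the HPO pools of rats 7, 8 and 9 and of rats 2, 4 and 11. Without the HPO pool of rats 3, 5 and 12, 2 negative regulators were called. Il6 did not reach the intensity needed for the test.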

Previous reports showed that LPS *per se* can induce the expression of TLR4 in both animal and cellular studies (55–57). Meanwhile, the regulatory roles of hypoxia on TLR4 were found from studies on human trophoblast cells (26), endothelial cells (58), kidneys (59), as well as respiratory epithelial cells (60). In this study, we demonstrated that TLR4 mRNA increased in rat BALF cells after 6 h hypoxia exposure (Figure 5), as the first *in vivo* data presented regarding the effects of hypoxia on the regulation of TLR4 mRNA in BALF cells of ALI animals. There were discrepant results reported regarding the role of hypoxic regulation on TLR4 expression (26, 58–61), which may stem from experimental differences, such as the difference in the duration of hypoxic exposure, hypoxic severity, or cell type.

**Table 2:** All of the 29 differentially expressed pathways in bronchi alveolar lavage fluid cells in the lipopolysaccharides group.

Pathway	Input number	*p*-Value	*q*-Value
Antigen processing and presentation	9	2.74E−07	1.81E−05
Cytokine–cytokine receptor interaction	32	3.18E−06	1.05E−04
MAPK signaling pathway	16	5.53E−06	1.22E−04
Nicotinate and nicotinamide metabolism	5	1.35E−05	2.23E−04
Glutathione metabolism	8	1.82E−04	0.002
Caffeine metabolism	1	2.38E−04	0.003
Pantothenate and CoA biosynthesis	3	3.62E−04	0.003
Metabolism of xenobiotics by cytochrome P450	6	4.27E−04	0.004
Graft-versus-host disease	8	4.98E−04	0.004
Cell adhesion molecules	19	0.001	0.004
Drug metabolism—cytochrome P450	8	0.001	0.004
Type I diabetes mellitus	9	0.001	0.004
Hematopoietic cell lineage	18	0.001	0.005
Biosynthesis of unsaturated fatty acids	1	0.002	0.010
Apoptosis	8	0.002	0.010
Leukocyte transendothelial migration	12	0.003	0.014
ABC transporters—general	3	0.004	0.014
Jak–STAT signaling pathway	9	0.006	0.020
Natural killer cell mediated cytotoxicity	11	0.006	0.020
Valine, leucine and isoleucine degradation	3	0.006	0.020
Drug metabolism—other enzymes	2	0.007	0.022
Arachidonic acid metabolism	8	0.010	0.031
Allograft rejection	6	0.011	0.032
Retinol metabolism	3	0.013	0.034
Calcium signaling pathway	12	0.014	0.034
Autoimmune thyroid disease	5	0.014	0.034
Long-term depression	6	0.014	0.034
VEGF signaling pathway	4	0.015	0.035
Riboflavin metabolism	2	0.021	0.047

**Table 3:** All of the 17 differentially expressed pathways in bronchi alveolar lavage fluid cells in the HPO group.

Pathway	Input number	*p*-Value	*q*-Value
Drug metabolism—cytochrome P450	8	5.38E−14	2.64E−12
Metabolism of xenobiotics by cytochrome P450	6	1.59E−12	3.89E−11
Arachidonic acid metabolism	8	1.50E−06	2.45E−05
Retinol metabolism	3	2.22E−06	2.72E−05
Alkaloid biosynthesis II	3	4.07E−05	3.99E−04
Complement and coagulation cascades	11	1.24E−04	1.01E−03
Histidine metabolism	3	4.41E−04	3.09E−03
Glutathione metabolism	8	0.002	0.01
Drug metabolism—other enzymes	2	0.002	0.011
MAPK signaling pathway	16	0.006	0.029
Glycolysis/gluconeogenesis	3	0.008	0.038
3-Chloroacrylic acid degradation	1	0.011	0.042
Riboflavin metabolism	2	0.011	0.042
Tight junction	9	0.014	0.044
Sulfur metabolism	1	0.014	0.044
Limonene and pinene degradation	1	0.015	0.044
Pantothenate and CoA biosynthesis	3	0.015	0.044

**Table 4:** Top 30 of 118 differentially expressed pathways in bronchi alveolar lavage fluid cells in the COMB group.

Pathway	Input number	*p*-Value	*q*-Value
Cytokine-cytokine receptor interaction	32	6.54E−23	8.77E−22
Hematopoietic cell lineage	18	4.76E−18	3.99E−17
Cell adhesion molecules	19	1.10E−13	7.39E−13
Complement and coagulation cascades	11	1.20E−09	4.75E−09
Toll-like receptor signaling pathway	11	3.58E−08	9.23E−08
Leukocyte transendothelial migration	12	3.94E−08	9.77E−08
Glutathione metabolism	8	5.97E−08	1.38E−07
Type I diabetes mellitus	9	2.37E−07	4.97E−07
MAPK signaling pathway	16	3.52E−07	6.94E−07
Adherens junction	9	3.92E−07	7.50E−07
Regulation of actin cytoskeleton	14	5.47E−07	9.40E−07
Arachidonic acid metabolism	8	9.25E−07	1.39E−06
Graft-versus-host disease	8	9.25E−07	1.39E−06
Drug metabolism—cytochrome P450	8	2.49E−06	3.40E−06
Nicotinate and nicotinamide metabolism	5	2.65E−06	3.49E−06
Natural killer cell-mediated cytotoxicity	11	2.66E−06	3.49E−06
Prostate cancer	9	3.81E−06	4.72E−06
Antigen processing and presentation	9	6.90E−06	8.26E−06
Calcium signaling pathway	12	7.84E−06	8.91E−06
Ether lipid metabolism	5	1.87E−05	1.96E−05
Melanogenesis	8	3.64E−05	3.54E−05
Focal adhesion	11	3.78E−05	3.62E−05
Apoptosis	8	4.23E−05	3.88E−05
Tight junction	9	4.36E−05	3.95E−05
Cyanoamino acid metabolism	3	7.26E−05	6.28E−05
Alkaloid biosynthesis II	3	7.26E−05	6.28E−05
Primary immunodeficiency	5	8.39E−05	7.03E−05
Metabolism of xenobiotics by cytochrome P450	6	8.56E−05	7.08E−05
Jak–STAT signaling pathway	9	9.29E−05	7.41E−05

Our *in vivo* finding from BALF cells—namely that more than 80% of immune cells are macrophages—were in accordance with an *in vitro* study that exposed cultured macrophages to hypoxia for 2–8 h (61). There was a very limited study regarding the effect of LPS combined with hypoxia on TLR4. Most recently, a report showed that the pretreatment of hypoxia for 24 h could suppress consequential LPS-induced upregulation of TLR4 mRNA (62). In the present study, we for the first time investigated the effect of simultaneous stimulations of LPS and hypoxia and showed that hypoxia synergistically facilitated LPS-induced TLR4 mRNA expression in rat BALF cells (Figure 5). This synergistic effect of hypoxia is absolutely in opposition to the phenomenon observed in a hypoxia preconditioning study (62), suggesting different mechanisms may be involved in different experimental settings. Alveolar macrophages are the primary cell type in regards to the pulmonary immune and inflammatory responses to LPS and combined LPS/hypoxia stimuli. TLR4 is a vital membrane receptor to trigger LPS signaling, and its expression level correlates with the threshold and susceptibility of LPS response (63). Here, we demonstrated that hypoxia exposure exacerbated LPS response *via* the induced activity of the TLR4 promoter in NR8383 cells. Furthermore, the combined LPS/hypoxia stimuli facilitated the expression of downstream pro-inflammatory cytokines in the TLR singling pathway. Importantly, the selective inhibition of TLR4 pathway by its inhibitor TAK-242 (62) suppressed LPS-induced induction of TLR4 mRNA and protein expression and disrupted the interactions between LPS and TLR4 (40). TAK-242 eliminated the LPS- and combined LPS/hypoxia-induced expression of inflammatory cytokines in a dose dependent manner (Figure 5). The findings support the notion that TLR4 signaling pathway may be a central link between hypoxia and LPS-inducible inflammation in alveolar macrophages.

### Potential Therapeutic Targets of TLR4 and HIF-1α

As TLR4 serves as the central link bridging the effects of inflammation and hypoxia, it could be a potential therapeutic target for ALI. However, clinical results from the application of TLR4 inhibitors, including TAK-242 and eritoran tetrasodium (E5564), failed to show either the inhibition of inflammatory responses or a decrease in the mortality rate in sepsis patients (64, 65). Therefore, alternative therapeutic targets/reagents are in urgent need. HIF-1α is the key transcription factor induced by hypoxic condition (66), which activates target genes involved a broad range of physiology and pathophysiology functions in mammalian cells. Studies suggest a protective role of HIF-1α against pulmonary injuries, however, the effects of HIF-1α modulation on TLR4 expression were discrepancies (67–69). For example, Hu et al. reported a pro-inflammatory effect of HIF-1α in rheumatoid arthritis by provoking TLR signaling (70), whereas other studies indicated that HIF-1α elicited anti-inflammation by promoting FoxP3 expression in T-cells (71) and upregulation of IL-1R-associated kinase-M in monocytes (30). Our findings demonstrate that HIF-1α manipulation suppressed (i) LPS/hypoxia-induced *in vivo* expression of TLR4 *via* inhibition on TLR4 promoter activity (Figure 8) and (ii) *in vitro* macrophageal expression of cytokines induced by LPS, hypoxia, or combined LPS/hypoxia (Figures 6 and 7). Together, our findings show that manipulation of HIF-1α suppressed the LPS/hypoxia-induced TLR4 mRNA and inflammatory cytokines, alleviated lung injury, decreased W/D weight ratio, and increased arterial oxygen saturation after LPS/hypoxia exposure (Figure 9), indicating an anti-inflammatory role of HIF-1α in alveolar macrophage cells *via* TLR4 signal pathway. These findings provide evidence that HIF-1α activators are a promising approach to treat ALI clinically.

## Conclusion

Sepsis and hypoxia are both common in clinical settings and the interaction between them has not been fully clarified in ALI. In this study, we have successfully developed a robust rat model of ALI induced by a combined low-dose LPS with acute hypobaric hypoxia. We demonstrate that hypoxia can cause a drastic exacerbation of inflammation predisposing ALI; this is of high clinical relevance when sepsis coexists with hypoxia in patients. Hypoxia potentiates LPS-induced cytokine production *via* the TLR4 signaling pathway in alveolar macrophage cells to impair the alveolar-capillary barrier. Moreover, LPS combined with hypoxia induces compensatory HIF-1α accumulation, in turn, to protect the lungs during ALI by suppressing TLR4 expression and attenuating macrophageal inflammatory responses (Figure 10). Taken together, we show that hypoxia interacts with systemic inflammation to play a crucial role in the development of ALI; thus, the HIF-1α/TLR4 crosstalk pathways emerge as a potential therapeutic target for the treatment of ALI.

**Figure 10:**
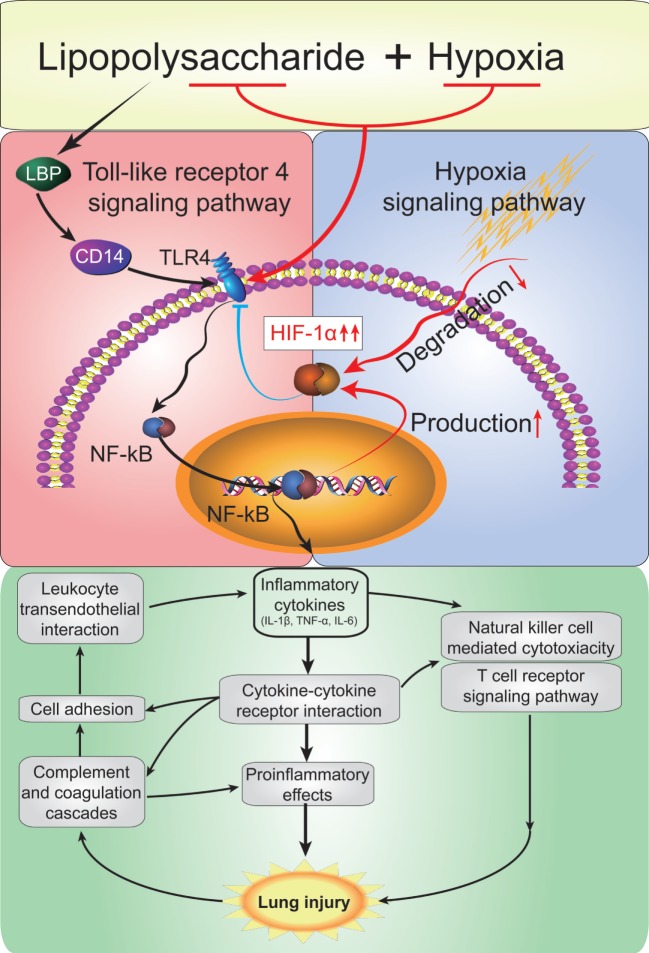
A model depicting the mode that hypoxia exacerbats acute lung injury (ALI) *via* the toll-like receptor 4 (TLR4) signaling pathway and the protective effect of hypoxia-inducible factor 1 alpha (HIF-1α). Acute hypoxia causes a drastic exacerbation of inflammation predisposing ALI. Hypxia potentiates lipopolysaccharides (LPS)-induced cytokine production *via* the TLR4 signaling pathway in alveolar macrophage cells. Moreover, LPS and combined hypoxia stimuli induce compensatory HIF-1α accumulation, in turn, to protect the lungs by supperssing TLR4 expression and attenuating macrophageal inflammatory responses.

## Data Accession

The data has been deposited to Gene Expression Omnibus under accession GSE111241 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE111241) by the secure token ynqfksyyfravxel. These data will be released once this manuscript is accepted.

## Ethics Statement

All study procedures involving animals were performed in accordance with the ethical standards of the Institutional Research Committee, and all animal experiments were approved by the intramural Committee on Ethics Conduct of Animal Studies of the Army Medical University in Chongqing, China.

## Author Contributions

GW contributed to the design of the research, the literature search, the writing of the article, and performed the final revision of the article and its results. GX performed the rat experiments, and analyzed the data. D-WC designed the research, performed the experiments, and analyzed the data. W-XG contributed to the design of the research, analyzed the data, and wrote the article. J-QX contributed to the design of the experiment and wrote the article. H-YS contributed to the design the experiment and the writing of the article. Y-QG helped design the research and the writing of the article.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

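Total RNA of BALF cells of Sprague-Dawley rats, male by the paper, was pooled within groups and measured on 12 Affymetrix rat genome arrays, 3 for each of CTL, LPS, HPO and COMB. The deposited values are one intensity per probe set and array on a linear scale, which the authors made from the scanned arrays before deposit. The paper names the software it used and a filter at the 20th percentile, but its text names no method of normalization. The deposited table holds all 31099 probe sets, so that filter had not been applied to it. The array medians differ little, and the values were used as deposited, after log2 of the value plus 1, since the intensities are linear. The groups were taken from the sample labels, in which COMB pools carry 2, 2 and 3 rat numbers. All 12 columns were assigned to a group.
Probe sets were tested when above the 20th percentile of their own array in at least 3 arrays, and the 57 controls were left out. Of all probe sets, 20832 name 1 gene, 436 name several and 9831 name none. A gene was represented by the probe set with the highest mean of those that name it alone, which gave 12853 genes, and every value of a gene comes from the fit over the 25692 probe sets. limma 3.58.1 in R 4.3.3 with data.table 1.17.8 fitted 4 group means (8 residual degrees of freedom, 3.94 from the prior), with contrasts for COMB, LPS and HPO against CTL, COMB against LPS and against HPO, and the interaction (COMB minus LPS) minus (HPO minus CTL). Adjusted p values are from limma with Benjamini-Hochberg adjustment and a threshold of 0.05. The 2-fold counts follow the fold criterion of the paper, with no test. Separation of the groups was tested by PERMANOVA with all splits of the arrays. Tlr4 was also compared by exact permutation tests.
The rule for the genes named took, per comparison of COMB, LPS and HPO with CTL and of COMB with LPS, the 10 highest and 10 lowest log2 fold changes among genes with an adjusted p under 0.05, a fold change of at least 2 and no overlap between the groups, then every gene the paper names and up to 4 called genes of each list with the largest change. Genes named outside it are said to be chosen after their values were seen. The 31 lists are the TLR heatmap of Fig. 4C, TLR receptors and signal transducers, TLR pathway outputs, negative regulators of TLR signaling, inflammatory cytokines and chemokines, interferon-stimulated genes, hypoxia and HIF targets, glycolysis, MHC class II and MHC class I antigen presentation, B cell receptor signaling, cell adhesion molecules, hematopoietic cell lineage, complement and coagulation, xenobiotic metabolism, glutathione and NRF2 targets, glucocorticoid-induced genes, cell cycle, cholesterol synthesis, immediate early genes, housekeeping genes, and markers of neutrophils, alveolar macrophages, recruited monocytes, T and NK cells, B cells, dendritic cells, airway epithelium, alveolar epithelium, endothelium and fibroblasts, and erythrocytes and platelets. They were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry, over 186 list and contrast pairs.
The limma fit was tested on simulated data, in which 200 of 25692 probe sets were changed in each of 10 runs. It recovered 43%, 84.2% and 97.3% of those changed 1.5-fold, 2-fold and 4-fold for COMB against CTL. The shares were 44.2%, 84.2% and 97.7% for LPS against CTL and 43.9%, 85.4% and 98.3% for HPO against CTL. Of the calls, 5.32%, 4.99% and 5.31% were false in the same order of comparisons. These rates hold for the simulated data and were not measured on the real arrays. There, 172 probe sets were past 2-fold in HPO against CTL, and limma called 6 of them.
The alternatives tried were quantile normalization, centring of each array, other filters, array weights and weights by the number of rats, a trended and robust fit, a fit of only the 2 groups compared, a fit with a replicate block, 1 probe set per gene, the t-tests that the methods name with and without adjustment, a fold change beside the adjusted p, means of linear values, scaling to the beta-actin control, other forms of the list tests, and the omission of each array in turn. No pseudocount, linear means with no filter and with the controls included, the scale relative to the CTL pool of rats 1, 3 and 4, and replicate blocks for HPO and COMB against CTL were added after the data were seen. The interaction was also tested on the linear scale, the separation with another distance and with the most variable probe sets, and lists with the mean of all probe sets of a gene. The GO and KEGG enrichments of the paper were not run again. Scanned array files, histology, ELISA, RT-qPCR and the NR8383 experiments were not analysed here.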

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

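The tests of RNA degradation, of a lower share of macrophages and of additive responses without interaction were chosen only after the results were seen, and the further airway genes and the further heat shock genes were chosen after the patterns they test had been seen, the airway genes in place of a test on the marker list itself.
The response to hypoxia differed between rats with and without LPS by an interaction test in 35 probe sets, with the values of Il1a (3.05), Tnf (2.28) and Tlr2 (1.72) among the higher and Lap3 (−1.75) among the lower as those singled out, of which Il1a and Lap3 were chosen after their values were seen. In the planned comparison, LPS labels were shuffled within the normoxic and within the hypoxic arrays, and 10 of 100 relabellings, the real one included, called at least 35, with 4336 as the highest of the others, so chance is not excluded by it. Relabellings that call many times more than the real one point to a structure of the samples, since those that swap the labels in one oxygen condition alone carry the effect of LPS into the interaction. In a simulation added later, with additive group means and shuffled residuals of the arrays, 0 of 100 runs called any probe set, and this does not replace the planned comparison. The interaction count ranged from 2 to 643 when 1 pool was left out, without the HPO pool of rats 7, 8 and 9 and without the COMB pool of rats 2 and 3.
Markers of airway epithelium and of T and NK cells, which the paper does not report on, were above CTL in COMB. The median log2 fold change was 1.88 for airway epithelium (18 of 22 called higher) and 1.32 for T and NK cells (4 of 26). With an estimated correlation their adjusted p was 0.443 and 0.586. For T and NK cells the median was 0.77 without the CTL pool of rats 1, 3 and 4, and the COMB pool of rats 2 and 3 lay within the CTL pools. Other medians were 1.41 for neutrophils, 0.47 for B cells (0 called), 0.14 for recruited monocytes, −0.19 for dendritic cells and −0.23 for alveolar macrophages. A lower share of macrophages that raises every other cell type alike is argued against, since the medians of airway epithelium and dendritic cells differed by 2.07, with a lower quartile of 0.988 above an upper quartile of 0.383. More airway cells in the lavage are a candidate explanation, since of 32 further airway and ciliary genes 19 were measured, 17 rose and 0 fell. Their median was 2.14, and all measured members had positive values. Scgb1a1, a secretoglobin of the airways chosen after its values were seen, went from 5320 ± 1130 in CTL to 9964 ± 667 in COMB. It was already at 8480 to 8760 in the LPS pools and at 7080 to 9410 in the HPO pools. Of the airway markers, 1 is also in the list of cell adhesion and 1 in that of xenobiotic metabolism, and no sort or gate removed such cells from the lavage. More neutrophils cannot be told apart from neutrophil genes induced in other cells (1.41), and a response of the epithelium or of T cells to both exposures stays open, as untested.
Heat shock genes, outside those the paper discusses, were above CTL in LPS, and Cirbp, an RNA-binding protein that cold induces, was higher in HPO, at 1.21 and 0.97 for the pair of its probe sets that passed, while the probe set that stands for the gene had 1.15 (adjusted p = 0.104), −1.53 in LPS (adjusted p = 0.00928, and 0.0523 and 0.058 without the CTL pools of rats 1, 3 and 4 and of rats 8, 9 and 10) and 1.86 in COMB against LPS (adjusted p = 9.07e-04). The hypothesis of a difference in body temperature came from Hspa1a, Hsph1, Cacybp and Cirbp after their values were seen, and of 15 other heat shock genes on which it was tested 13 were measured, all with positive values in LPS against CTL and 7 of them called, with a median of 0.47 (0.52 after quantile normalization and 0.49 with centred arrays). In COMB, which received the same LPS, 4 of the 13 had positive values against CTL, with a median of −0.05, and 10 were called lower than in LPS, with a median of −0.53; a higher temperature in LPS alone is a candidate explanation, body temperature is not in the data, and an action of LPS on these genes that hypoxia offsets stays open. In HPO their median was −0.29, with Hspb1 as the exception at 1.11 (adjusted p = 0.426), and the cold-induced Rbm3 was at -0.35 (adjusted p = 0.204) in LPS and 0.43 (adjusted p = 0.272) in HPO, neither of which passed. All 9 calls in HPO, Cirbp included, were lost without the CTL pool of rats 5, 6 and 7, that of rats 8, 9 and 10, or the HPO pool of rats 2, 4 and 11 or of rats 3, 5 and 12, where limma called 0 (2081, 1811, 1924 and 2861 at an unadjusted p under 0.05), and without the CTL pool of rats 1, 3 and 4.
Other splits of the 6 arrays into 3 and 3 are too few for a share under 0.05. In each comparison 1 of 10 splits, the real one, gave a count as large, with 4895 against at most 71 in COMB against CTL, 525 against 0 in LPS against CTL, 9 against 0 in HPO against CTL, 3060 against 1 in COMB against LPS and 4004 against 1 in COMB against HPO.
The log2 ratio of the signal at the 3' end to that at the 5' end of beta-actin was 2.28 in COMB (2.12 to 2.46) and 2.52 in CTL (2.32 to 2.79), a difference of −0.237, and that of GAPDH was 0.202 in COMB (0.114 to 0.321) and 0.404 in CTL (0.266 to 0.547). Degradation in COMB would raise both, and both means were lower there, but over ranges that overlap, which does not decide whether RNA degradation differed.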

How the results depend on the processing

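The settings without a pseudocount, with linear means, no filter and the controls included, with the scale relative to 1 CTL pool, and with a block for HPO and COMB against CTL were chosen after seeing the data. Of 910 alternatives to 82 results, 759 kept the direction and the side of the threshold or stayed within 1.5 times a count, 29 lost a call, 13 gained one, 105 moved and 4 turned the sign; of 555 fits without 1 array, 493 kept theirs. Of the named genes, 88 of 116 calls in COMB against CTL held under quantile normalization, centred arrays, no pseudocount and each fit without 1 pool, as did 56 of 97 in COMB against LPS, 17 of 45 in LPS, 0 of 3 in HPO and 10 of 15 in COMB against HPO, and none changed sign. Centring the arrays moved the median of all probe sets to −0.107 in COMB against CTL and −0.109 in COMB against LPS. Causes were not tested except where fewer probe sets, samples or a stricter criterion give them by construction. Signal near background limits genes such as Il6.
Called probe sets without 1 pool ranged from 3106 to 4946 in COMB against CTL, 64 to 445 in LPS, 0 to 12 in HPO, 1526 to 3321 in COMB against LPS, 2880 to 4289 in COMB against HPO and 2 to 643 for the interaction. The 2-fold counts ranged, for higher, from 969 to 1218 in COMB, 121 to 250 in LPS, 93 to 192 in HPO, 1011 to 1260 in any and 19 to 73 in all groups, and, for lower, from 251 to 397, 73 to 144, 17 to 101, 318 to 477 and 2 to 4. The pseudo-F of group separation ranged from 3.57 to 4.57, and the counts from 79 to 113 for list calls, from 12 to 101 for hypoxia added to LPS and from 10 to 15 for the paper's genes called. Median shifts ranged from 0.31 to 0.89 for the genes of Fig. 4C in LPS and −0.70 to 0.24 in HPO, 0.13 to 0.22 for the receptors against LPS, 0.079 to 0.27 for the outputs in LPS and −0.63 to −0.048 in HPO, and Tlr4 in COMB against LPS from −0.092 to 0.059.
With 1 probe set per gene, calls were 2989 in COMB against CTL, 1 in HPO (limma), 1878 in COMB against LPS and 2562 in COMB against HPO, and lower counts 169 in COMB, 50 in LPS, 216 in any and 1 in all groups. With a 2-fold change required beside the adjusted p, calls were 1202, 118, 760, 938 and 23 for COMB and LPS against CTL, COMB against LPS, COMB against HPO and the interaction. Array weights gave 3702 in LPS, 3576 in HPO, 4635 in COMB against LPS, 6774 in COMB against HPO and 2116 for the interaction. These weights were 6.38 for the HPO pool of rats 7, 8 and 9 and 4.12 for the CTL pool of rats 8, 9 and 10. In the other pools of these groups they were at most 0.76. In HPO, weights by rats gave 21 and a trended robust fit 14. The interaction had 114 with the trended robust fit, 83 after quantile normalization and 53 with centred arrays. With only the 2 groups in the fit, calls were 1147 in LPS, 63 in HPO, 1734 in COMB against LPS and 1933 in COMB against HPO. With a replicate block in that fit, with pools paired in the way that shares the most rat numbers, LPS against CTL gave 736 (4938 at an unadjusted p under 0.05, against 5250 in the same arrays without the block); no source says that a shared number marks a pair, and the deviations of paired pools had correlations across probe sets of 0.039, −0.00764 and −0.00159, with 1 of 3 CTL pools closest to its own match. The plan left out a block for HPO and COMB against CTL for want of matched pools, which was wrong, and the fits were added after the values were seen: HPO gave 109 (2223 at an unadjusted p under 0.05, against 2634 in the same arrays without the block), with correlations of −0.162, −0.133 and 0.0541 and 0 of 3 CTL pools closest to their own match, and COMB, in its 2 matched pairs alone, gave 653 (5798, against 1382 and 6267 in the same 4 arrays without the block), with correlations of 0.142 and 0.00388. COMB against LPS and against HPO, where 2 and 3 ways to pair 2 pools share equally many numbers, and the interaction were not fitted with a block. The t-test of the methods, unadjusted, gave 4425 in LPS, 2225 in HPO and 5843 in COMB against LPS, and adjusted 544 in COMB against CTL, 1 in LPS, 0 in HPO, 14 in COMB against LPS and 17 in COMB against HPO.
At 2-fold with the t-test, 110 were higher in LPS and 18 in all groups, 5 lower in HPO and 1 in all; with the adjusted p, 85 and 6 were higher in LPS and HPO and 1 in all, and 33, 0 and 0 lower in LPS, HPO and all. Linear means gave 130 lower in LPS and 81 in HPO, and with no filter and the controls 135, 86 and 9 in all groups, where no filter and a filter in at least 1 array gave 7. With an estimated correlation 0 lists were called, and 55 with fry. With the estimated correlation, the genes of Fig. 4C had adjusted p values of 0.443 for 2.55 in COMB and 1.55 against LPS and 0.527 for 0.58 in LPS (fry 0.277). The receptors had 0.443 for 0.17 in COMB and 0.474 for 0.17 against LPS. The outputs had 0.475 for 1.28 in COMB, 0.487 for 1.40 against LPS and 0.604 for −0.35 in HPO (fry 0.472). With fry, the genes of Fig. 4C, the receptors and the outputs passed in COMB against CTL (adjusted p = 0.0053, 0.0131 and 0.0268). They also passed with fry in COMB against LPS (0.0237, 0.0247 and 0.0483). The outputs in LPS (0.15) and the genes of Fig. 4C in HPO (−0.70) passed in fits named beside them. Relative to beta-actin, Tlr4 was called in COMB against CTL (0.57) and was 0.16 against LPS. Chosen as higher in COMB against CTL, from the same COMB pools, 1263 were higher in COMB than in LPS.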

Differences from the paper's values

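Linear means with no filter and the controls included, and the scale relative to the CTL pool of rats 1, 3 and 4, were chosen only after the values were seen; the other settings named here were set before the data were examined.
At the fold criterion of the methods, the paper's number of upregulated genes is 293 in LPS, where 167 probe sets were higher here, 221 in HPO, against 135, and 60 in all 3 groups, against 29. The paper's number of downregulated genes is 1171 in COMB, against 321 here, 158 in LPS, against 78, 135 in HPO, against 37, 1213 in any group, against 383, and 26 in all 3 groups, against 3. Among the alternatives set before the data were examined, means of linear values brought the number lower in LPS to 130, within 1.5 times the paper's, as did leaving out 1 pool for 5 of these 8 numbers, closest with 250, 192 and 73 higher in LPS, HPO and all 3 without the CTL pool of rats 5, 6 and 7, and with 144 and 101 lower in LPS and HPO without that of rats 1, 3 and 4. The paper's 1489 upregulated genes in COMB and 1595 in any group lie within 1.5 times the 1066 and 1109 found here. By the same means, probe sets changed in either direction numbered 1387 in COMB, 245 in LPS, 172 in HPO, 1459 in any group and 42 in all 3. Each lies closer to the paper's upregulated number than the count of higher ones does. Each count of higher ones lies closer to the paper's downregulated number than the count of lower ones does. Comparison by name may therefore not set like against like.
With means of linear values, no filter and the controls included, the probe sets at least 2-fold higher numbered 1171 in COMB, 158 in LPS and 135 in HPO, 1213 in any group and 26 in all 3, which equal the paper's 5 numbers of downregulated genes. The probe sets changed at least 2-fold in either direction numbered 1489, 293 and 221, with 1595 in any group and 60 in all 3, which equal the paper's 5 numbers of upregulated genes. Those lower alone numbered 318, 135 and 86, with 448 in any group and 9 in all 3. This setting was found after the values were seen, in a search over 8 ways to form the fold and 4 selections of probe sets, and only the numbers were compared, so how many of the paper's own genes it drops is not known.
For Ccl3, Fig. 3D, read by eye, shows array bars of about 1.7 in CTL and about 9.3 in COMB, against 1 and 5.55 here relative to the mean of the CTL pools. Relative to the CTL pool of rats 1, 3 and 4, a scale chosen after the values were seen, they are 1.68 and 9.33, and Lbp, Cd14 and Nfkbia in COMB are 6.80, 8 and 2.53, against about 7, about 8 and about 2.5 in Fig. 3D, read by eye.
The paper states that Tlr4 mRNA was higher in all ALI groups by RT-qPCR and that the arrays showed this as well. Here Tlr4 did not pass in any group against CTL, with log2 fold changes of 0.31 in COMB, 0.31 in LPS and −0.27 in HPO, and the array bar for HPO in Fig. 5A, about 0.85 read by eye, lies below CTL as does the value here (0.832 relative to the mean of CTL). Relative to the beta-actin control probe set, Tlr4 was called higher in COMB (0.57, adjusted p = 0.00558). The paper states that the genes of the heatmap of Fig. 4C were higher in COMB than in the other ALI groups, and 13 of 14 had positive values against LPS and 13 against HPO, of which 5 and 11 passed, while Tlr8 was lower in COMB against both, at −0.77 and −1.28. From its pathway analysis the paper proposes a drastic change of the TLR4 pathway in all ALI groups. Its discussion finds no change as drastic under LPS or hypoxia alone as under both. Here limma called 0 of these 14 genes in HPO (2494 of all probe sets had an unadjusted p under 0.05). In LPS it called 1, Cd14, or 4, with Il1b, Tlr2 and Irf7, without the CTL pool of rats 5, 6 and 7.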

Other observations

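The tests of the label and the content of the CTL pool of rats 5, 6 and 7 were chosen only after the result was seen.
In COMB against CTL, genes that process foreign compounds moved both ways. Of 34 genes of xenobiotic metabolism, 10 rose and 5 fell (13 and 6 when adjusted over the list alone; median 0.15, camera adjusted p = 0.0559), with the glutathione transferases Gsta3 at 2.13 (adjusted p = 0.00148) and Gstp1 at 1.86 (adjusted p = 3.32e-05) and Fmo2 at 2.31 (adjusted p = 1.27e-04). Of 19 glutathione and NRF2 targets, 4 rose and 2 fell (4 and 3 when adjusted over the list alone; median −0.03, camera adjusted p = 0.431), with Ggt1, which breaks down glutathione outside cells, at 2.41 (adjusted p = 1.38e-05) and the glutathione reductase Gsr at -0.94 (adjusted p = 0.00145). Of 15 genes of cholesterol synthesis, 5 rose and 0 fell (6 and 0 when adjusted over the list alone; median 0.18, camera adjusted p = 0.0559), with lanosterol synthase, Lss, at 0.88 (adjusted p = 0.00378). Of 23 cell cycle genes, 5 fell and 0 rose (6 lower and 1 higher when adjusted over the list alone; median −0.36, camera adjusted p = 0.029, and adjusted p = 0.702 with an estimated correlation), with the cyclin Ccna2 at -1.08 (adjusted p = 0.0437), which was not called without the CTL pools of rats 1, 3 and 4 (adjusted p = 0.113), of rats 5, 6 and 7 (0.0752) and of rats 8, 9 and 10 (0.115) or the COMB pools of rats 2 and 3 (−0.62, 0.0963) and of rats 12, 13 and 14 (0.065). Of 17 immediate early genes, 3 rose and 1 fell (3 and 1 when adjusted over the list alone; median 0.02, camera adjusted p = 0.369), with the transcription factor Jun at 0.68 (adjusted p = 0.00885). Of 8 housekeeping genes, 1 fell (1 when adjusted over the list alone; median −0.04, camera adjusted p = 0.555), the lysosomal glucuronidase Gusb, at -0.65 (adjusted p = 0.00492).
Of 16 markers of alveolar epithelium, 8 rose in COMB and 1 fell (9 and 1 when adjusted over the list alone; median 0.96, camera adjusted p = 2.54e-04, and adjusted p = 0.443 with an estimated correlation), with the surfactant proteins Sftpd at 2.48 (adjusted p = 6.3e-05) and Sftpc at 1.88 (adjusted p = 0.002). Of 11 markers of endothelium and fibroblasts, 3 rose (3 when adjusted over the list alone; median 0.90, 0.0228 and 0.546), with the endothelial receptor subunit Ramp2 at 1.81 (adjusted p = 0.00169). Of 10 markers of recruited monocytes, 2 rose and 2 fell (3 and 3 when adjusted over the list alone; median 0.14, camera adjusted p = 0.991), with Ly6c at 3.02 (adjusted p = 0.00426) and Clec12a at -0.64 (adjusted p = 0.00319). Of 7 dendritic cell markers, 2 rose and 1 fell (2 and 1 when adjusted over the list alone; median −0.19, camera adjusted p = 0.885), with the chemokine Ccl17 at 1.90 (adjusted p = 0.00123). Of 9 markers of erythrocytes and platelets, 1 rose, the platelet chemokine Pf4 (1 when adjusted over the list alone; median 0.16, camera adjusted p = 0.391), at 2.24 (adjusted p = 0.0119) and at an adjusted p of 0.0561 without the CTL pool of rats 1, 3 and 4.
The number of genes called in these lists depended on single pools. In the cell cycle 0 fell without any of the CTL pools or the COMB pool of rats 2 and 3, 1 without that of rats 12, 13 and 14 and 10 without that of rats 10 and 11. In cholesterol synthesis 2 rose without the CTL pool of rats 8, 9 and 10 and 3 without that of rats 5, 6 and 7, the COMB pool of rats 2 and 3 or that of rats 10 and 11. Of the immediate early genes, 7 rose without the CTL pool of rats 5, 6 and 7 and 1 without that of rats 8, 9 and 10, the COMB pool of rats 10 and 11 or that of rats 12, 13 and 14. Without the CTL pool of rats 1, 3 and 4, 6 genes of xenobiotic metabolism and 0 markers of erythrocytes and platelets rose, and without the COMB pool of rats 10 and 11, 7 markers of endothelium and fibroblasts. Of the dendritic cell markers, 1 rose and 0 fell without any of the CTL pools, the COMB pool of rats 10 and 11 or that of rats 12, 13 and 14, and of the recruited monocyte markers 1 rose and 1 fell without the CTL pool of rats 1, 3 and 4, that of rats 8, 9 and 10 or the COMB pool of rats 12, 13 and 14. Of the markers of erythrocytes and platelets, 3 rose without the CTL pool of rats 5, 6 and 7.
In HPO against CTL, the list of xenobiotic metabolism had a median of 0.14 with 1 gene called, which was lost without any of the CTL pools, the HPO pool of rats 2, 4 and 11 or that of rats 3, 5 and 12 (6 when adjusted over the list alone; camera adjusted p = 5.15e-06, and adjusted p = 0.443 with an estimated correlation). The test set for it asked whether airway markers moved too, and their median was 0.801, with 0 called in limma and 13 when adjusted over the list alone, so another share of airway cells in the lavage is a candidate explanation, and a response of these cells to hypoxia stays open. In the same comparison the median was 0.37 for cholesterol synthesis (7 higher when adjusted over the list alone; camera adjusted p = 6.58e-10) and −0.46 for the cell cycle (10 lower when adjusted over the list alone; camera adjusted p = 5.41e-12), both with an adjusted p = 0.443 with an estimated correlation, and limma called 0 genes of either.
The CTL pool of rats 5, 6 and 7 had 328 probe sets at least 2-fold above the mean of the other CTL pools and 19 below. Chosen after their values were seen, S100a9, a calcium-binding protein of neutrophils, was at 2010 against 20.6 and 60.2, and Il1b at 1550 against 138 and 167. Over the probe sets lower in LPS, the pool lay at a median of 0.312 of the way from the other CTL pools to LPS, and over those higher at 0.505 (quartiles 0.228 and 0.726), and its mean distance was 54.6 to the LPS pools and 53.8 to the other CTL pools, so an LPS pool under a CTL label is argued against by the former alone. A share of LPS material is argued against as the whole cause, since over the 328 the pool was above the LPS mean by a median log2 difference of 1.12 (quartiles 0.51 and 1.62) and 250 of them were above every LPS pool. A COMB pool under a CTL label is argued against by both, at 0.138 of the way to COMB over the probe sets lower in COMB and 0.183 over those higher (upper quartiles 0.258 and 0.45), and no biological explanation was tested.
Xist, the RNA that female cells express from the inactive X chromosome, chosen after its values were seen, had intensities of 126 to 887 over 4 probe sets in the CTL pool of rats 8, 9 and 10 and stayed under 8 in the other arrays, while the paper states male rats. Genes of the Y chromosome, likewise chosen after their values were seen, were present in that pool too, with Uty at 234 against 157 and 176 in the other CTL pools and Eif2s3y at 440 against 448 and 538. The COMB pool of rats 2 and 3 had 526 probe sets at least 2-fold above the mean of the other COMB pools and 367 below.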
